# Genetic screen of the yeast environmental stress response dynamics uncovers distinct regulatory phases

**DOI:** 10.15252/msb.20198939

**Published:** 2019-08-27

**Authors:** Jenia Gutin, Daphna Joseph‐Strauss, Amit Sadeh, Eli Shalom, Nir Friedman

**Keywords:** budding yeast, dynamics of transcriptional response to stress, genetic interactions, Msn2 and Msn4, signaling pathways, Signal Transduction

## Abstract

Cells respond to environmental fluctuations by regulating multiple transcriptional programs. This response can be studied by measuring the effect of environmental changes on the transcriptome or the proteome of the cell at the end of the response. However, the dynamics of the response reflect the working of the regulatory mechanisms in action. Here, we utilized a fluorescent stress reporter gene to track the dynamics of protein production in yeast responding to environmental stress. The response is modulated by changes in both the duration and rate of transcription. We probed the underlying molecular pathways controlling these two dimensions using a library of ~1,600 single‐ and double‐mutant strains. Dissection of the effects of these mutants and the interactions between them identified distinct modulators of response duration and response rate. Using a combination of mRNA‐seq and live‐cell microscopy, we uncover mechanisms by which Msn2/4, Mck1, Msn5, and the cAMP/PKA pathway modulate the response of a large module of stress‐induced genes in two discrete regulatory phases. Our results and analysis show that transcriptional stress response is regulated by multiple mechanisms that overlap in time and cellular location.

## Introduction

Cells are exposed to varying extracellular and intracellular conditions. Survival and adaptation to fluctuating environments require adjustments of the cellular transcriptional program. Some environmental changes lead to a slow and gradual transcriptional response, while others result in a rapid and transient response. The precise regulation of the transcriptional response is crucial and involves a large number of interconnected sensing, signaling, and transcription regulatory pathways. Given different environmental inputs, those regulatory networks determine which genes will be activated or repressed and shape the dynamic properties of the response. Over the years, numerous studies, performed in different systems and organisms, have characterized the sets of genes repressed and activated in response to environmental changes (Gasch *et al*, 2000; Causton *et al*, 2001; Price *et al*, 2001; Girardot *et al*, 2004; Rodriguez *et al*, 2013). In some of these systems, there is an extensive knowledge about the specific signaling pathways and transcription factors that participate in the regulation (Bahn *et al*, 2007; Zaman *et al*, 2008; Tower, 2012; Rodriguez *et al*, 2013). While we have a good understanding of the mechanisms that are necessary for transcriptional response (e.g., key factors whose inhibition abolishes a certain response), much less is known about the molecular mechanisms that modulate and shape its dynamics.

The response dynamics should satisfy two seemingly inconsistent requirements. On the one hand, the magnitude of the response should be proportional to the level of stress and thus incorporates some level of feedback. On the other hand, an ideal response would shut down transcription before actual feedback may occur, yet there is unavoidable and non‐trivial delay between transcriptional events and actual consequences (e.g., synthesis of proteins and their corrective actions). In fact, there is a fitness cost for overly prolonged responses as cells stop growing and synthesize proteins that are not needed (Brauer *et al*, 2008; López‐Maury *et al*, 2008; de Nadal *et al*, 2011; Paek *et al*, 2016). Thus, simple feedback loops would either be too slow in turning off the response, or involve delays in turning it on (Alon, 2006). Stated differently, response to stress can fall on a spectrum between two extremes. On one end is a fully predetermined response, where the response magnitude matches from the outset the severity of the insult. On the other end is an adaptive response initially identical for all levels of insults, and then progresses differently depending on the recovery. These can be thought of as sensing either the exact damage or the recovery to pre‐stress conditions.

An attractive model system for studying transcriptional response dynamics is the yeast *Saccharomyces cerevisiae*, where environmental changes activate both condition‐specific transcriptional programs and a general response program (Gasch *et al*, 2000; Causton *et al*, 2001; Hohmann, 2002; Hohmann & Mager, 2007; Morano *et al*, 2011). This program is often referred to as the *environmental stress response* (ESR). The ESR involves hundreds of genes that can be either repressed or induced (iESR) in response to environmental stress (Gasch *et al*, 2000; Causton *et al*, 2001). The induction of the iESR genes is regulated by two paralogous transcription factors, Msn2 and Msn4 (Martínez‐Pastor *et al*, 1996; Schmitt & McEntee, 1996; Gasch *et al*, 2000; Causton *et al*, 2001). Under normal conditions, these factors are located in the cytoplasm. Upon environmental change, they translocate into the nucleus, bind *stress response elements* (STREs) at promoters of iESR genes, and induce transcription (Martínez‐Pastor *et al*, 1996; Görner *et al*, 1998). The activity of Msn2/4 can be regulated at different levels: expression, nuclear import, export, and degradation (Görner *et al*, 1998, 2002; Chi *et al*, 2001; Jacquet *et al*, 2003; Durchschlag *et al*, 2004; Lallet *et al*, 2006; Hao & O'Shea, 2011). It was shown that many cellular pathways, including cAMP/PKA, TOR, SNF1/AMPK, and HOG MAPK, regulate Msn2/4 activity (Görner *et al*, 1998; Santhanam *et al*, 2004; De Wever *et al*, 2005; Garmendia‐Torres *et al*, 2007; Capaldi *et al*, 2008; Gutin *et al*, 2015). However, the contribution of each pathway varies in different conditions (Sadeh *et al*, 2011; Gutin *et al*, 2015). Moreover, different environmental conditions and varying severity of the same condition can induce responses with dramatically different dynamics in terms of intensity and duration (Gasch *et al*, 2000; O'Rourke & Herskowitz, 2004; Hansen & O'Shea, 2013).

Here, we examined the dynamics of iESR induction following environmental insults. As a phenotype for this experiment, we measured the dynamics of accumulation of Hsp12‐GFP, a well‐established reporter for Msn2/4 activity (Martínez‐Pastor *et al*, 1996; Gutin *et al*, 2015), in response to a gradient of osmotic stress levels. We observed a complex response where both the intensity and the duration are modulated. To investigate what are the regulatory mechanisms involved in this complex response, we used genetic perturbations—single knockouts and double knockouts—to uncover the contribution of individual genes to the dynamics of the iESR response and to identify epistatic interactions between multiple genes. We uncover key regulatory pathways that determine the duration and intensity of *HSP12* transcriptional response. Using mRNA‐seq, we show that the same mechanisms apply to most of the iESR genes, yet achieve multiple dynamic behaviors of different genes with the shared signaling pathway. We show that this is due, in part, to multiple regulatory phases that depend on different signaling mechanisms.

## Results

### Parameterization of response dynamics reveals differences along two different dimensions

To study iESR induction, we extended prior efforts (Martínez‐Pastor *et al*, 1996; Sadeh *et al*, 2011; Gutin *et al*, 2015) using GFP‐tagged *HSP12* as a highly sensitive stress‐responsive reporter. Hsp12 is a small heat‐shock protein produced at a high rate following a variety of stresses. Hsp12‐GFP response is indicative of the level of stress and the condition of the cell (Gutin *et al*, 2015) and thus provides a good proxy for iESR induction.

To better understand how yeast respond to varying levels of insults, we used flow cytometry to measure the induction of the HSP12‐GFP fluorescent reporter construct following stimulus (Materials and Methods). As a model stress condition, we use KCl‐induced osmotic stress. This condition has been extensively studied (Hohmann, 2002). Briefly, yeast exposed to increased osmotic levels go through a phase of immediate shock, followed by acclimation stage that involves massive transcriptional changes, and finally after adaptation continue to grow in the new environment. After adaptation, gene expression levels are close to the original pre‐stress levels (Gasch *et al*, 2000; Hohmann, 2002).

In our hands, after exposing yeast to different levels of osmotic stress (0.15–0.8 M KCl), we observe a large dynamic range of Hsp12‐GFP induction (Figs 1A and EV1A). This response is dependent on several molecular mechanisms, as we find a range of responses to the same level of stress (0.4 M KCl) in different mutant strains (Fig 1B). We sought to compare these responses and quantify their key properties. Naively, we can directly compare the accumulation curve in each response at preset times (Sadeh *et al*, 2011; Gutin *et al*, 2015). Such a comparison depends on the exact timing of the measurement (Fig 1A and B). Alternatively, we might compute the distance between the response curves (e.g., Euclidean distance); however, this measure does not distinguish the timing of the differences and their sources.

**Figure 1:**
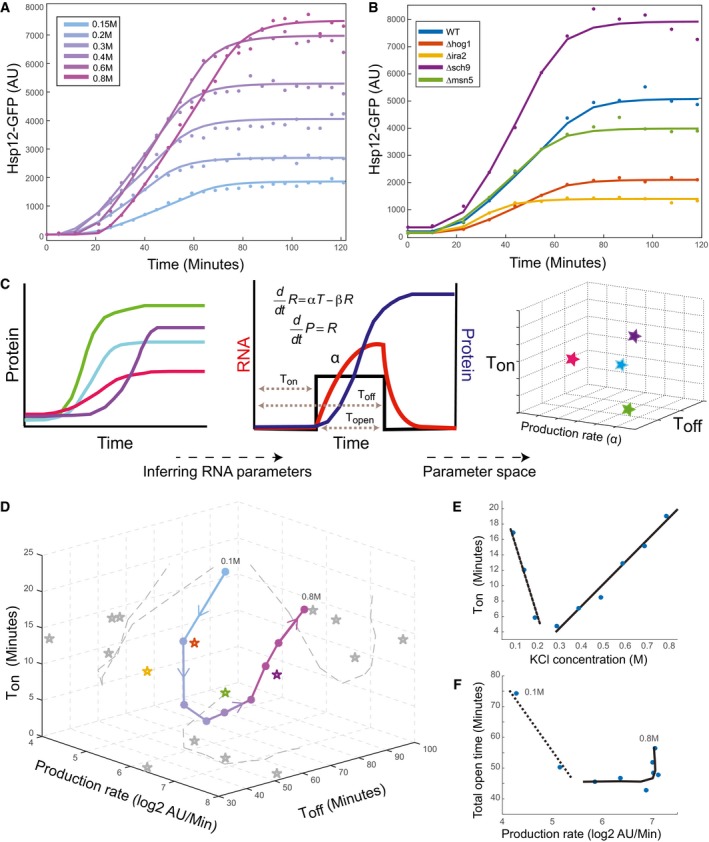
A parametric view of dynamic transcriptional response Hsp12‐GFP accumulation (*y*‐axis) versus time (*x*‐axis) in response to different levels of KCl stress. Points reflect the measured values, and lines correspond to best model fit.Similar to (A), in different genetic backgrounds at 0.4 M KCl.A scheme of parametric decomposition. (i) Start from protein abundance measurements in different time points following stress. (ii) Fit RNA parameters based on a simplified model for transient transcriptional response (Weiner *et al*, 2012) and (iii) compare different conditions/perturbations in parameter space.Representation of the experiments shown in (B, C) in parameter space. Connected line shows the progression in the response to increasing KCl levels (see B).The inferred *t*_on_ parameter (*y*‐axis) versus KCl concentration (*x*‐axis) of the KCl gradient experiment (see B).The inferred total open time – *t*_off_ ‐ *t*_on_ (*y*‐axis) versus the inferred production rate (*x*‐axis) of the KCl gradient experiment (see B).

**Figure EV1:**
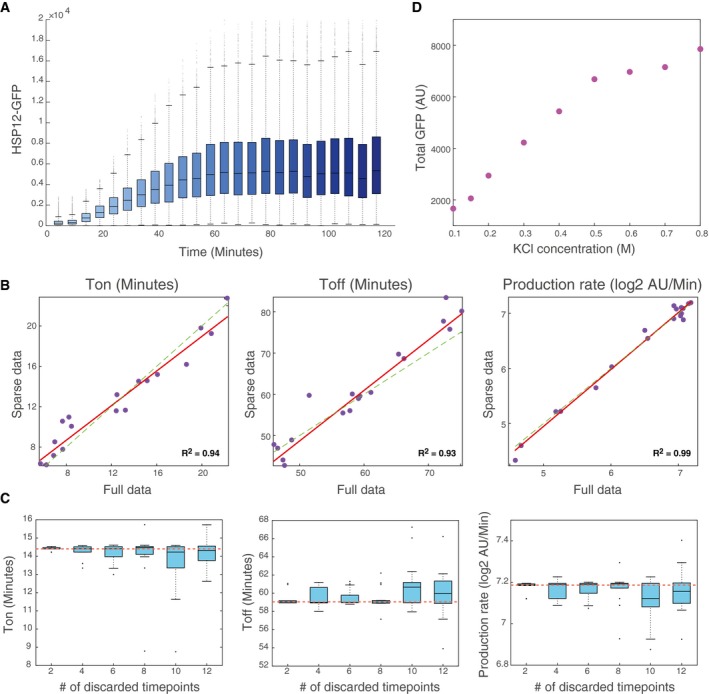
A parametric view of dynamic transcriptional response Response of HSP12‐GFP to 0.4 M KCl on WT background. The *x*‐axis show the time after introduction of KCl and the *y*‐axis show the GFP levels (AU). Boxplots show the distribution of values in the populations measured at each time point (n > 2,500 cells per time point). Middle line 50% percentile, box 25–75% percentiles, whiskers show ± 1.5 inter‐quantile range (IQR, 75%–25% width) from box limits. Dots show outliers from the whisker range.Effect of sparser time resolution on parameter estimation. For each of the time series in Fig 1A, we re‐estimated the parameters using only 7 equally spaced time points (out of 24). *X*‐axis—estimate using full data. *Y*‐axis—estimate using sparse data. Each point represents an estimate for a specific time series.Robustness of parameter estimates to different levels of sparsity. Using the time series of 0.4 M KCl (Fig 1A), we randomly removed a number (*x*‐axis) of points from the data and re‐estimated the parameters. The boxplots showing the estimates of the parameters in 20 independent repeats of the procedure (boxes as in A). The dashed red line shows the parameter estimate from full data. Note the narrow range of estimated values for each parameter.Total GFP produced (*y*‐axis) as a function of KCl concentration (*x*‐axis) from the experiment shown in Fig 1A. The total GFP parameter was estimated as the maximum of the curve.

Instead, we aimed for a model‐based characterization of the response. A simple description of the induction process is one where the protein accumulation is a function of RNA levels, which are in turn determined by a transient window of active transcription (Fig 1C) and a constant RNA degradation rate. This model is supported by the fast response to stress followed by acclimation to the new conditions (Hohmann, 2002). While over‐simplified, this model captures the major variables in transient response. Indeed, with few parameters the model can fit the empirically observed responses to a range of insults, across a variety of genetic backgrounds (Fig 1A and B) and captures > 99% of the variance in the response (Materials and Methods, Fig EV1B and C).

This representation allows us to summarize response curves with three straightforward parameters (Fig 1C)—response onset time (*T*_on_), response end time (*T*_off_), and production rate (*α*). We note that production rate includes both transcriptional and translational processes as we cannot distinguish the two with this experimental readout.

After extracting these parameters, we now can compare response curves measured at different time points, at different temporal resolutions, across different experimental settings and different readout assays (FACS, microscope, mRNA‐seq). For example, we can represent the responses of different KCl stress levels and different mutant strains in the parameter space (Fig 1D). Examining the response to increasing gradient of KCl levels, we see as expected that higher levels of KCl result in increased production of Hsp12‐GFP (Fig EV1D). However, these levels of production exhibit different dynamics (Fig 1A). The parameterization allows us to understand these differences. At KCl concentrations below 0.2 M, increasing the stress level leads to faster onset of the response (due to lack of synchronization between cells in low levels of stress (Pelet *et al*, 2011)). However, increasing KCl levels beyond 0.2 M leads to an increasing delay in the response (Fig 1E). This delay is consistent with the physiology of the osmotic stress response, which requires re‐establishment of proper nuclear salt level and cellular volume prior to productive transcription (Hohmann, 2002; Proft & Struhl, 2004; Muzzey *et al*, 2009). Moreover, between 0.15 and 0.4 M KCl, the total time of response (*T*_off_ ‐ *T*_on_) is roughly constant, but the production rate increases gradually. This behavior suggests that cells can differentiate the degree of damage across this range (damage sensing regime). However, at concentrations of 0.5 M KCl and higher, we see a roughly constant production rate with increasing response time, suggesting that the cells switch to an adaptive regime, where they induce the same stress production rate and achieve higher levels of proteins by increasing the duration of the transcription window (Fig 1F). As we show below, this level of response is far from saturating the production rate.

These observations suggest that the dynamic parameters are regulated in at least two regimes (low stress and high stress), consistent with prior observations on the stress sensing pathway (O'Rourke & Herskowitz, 2004; Gutin *et al*, 2015). Moreover, we see that the response varies in the two dimensions (response duration and response rate) which can be regulated separately.

### Partially decoupled pathways regulate dynamic response parameters

To determine what mechanisms modulate these parameters, we performed a genetic screen. Using automated flow cytometer setup, we measured Hsp12‐GFP dynamics at 6 time points following shift to 0.4 M KCl media (Materials and Methods). We performed this analysis on a collection of 68 mutant strains including mutants of genes in the HOG MAPK pathway, TOR pathway, cAMP/PKA pathway, and other pathways related to the yeast stress response (Gutin *et al*, 2015). These perturbations led to a range of response curves (e.g., Fig 1B) which we summarize by each mutant's impact on the parameters described previously (total GFP produced, response onset time, duration of transcription window, and production rate; Fig 2A).

**Figure 2:**
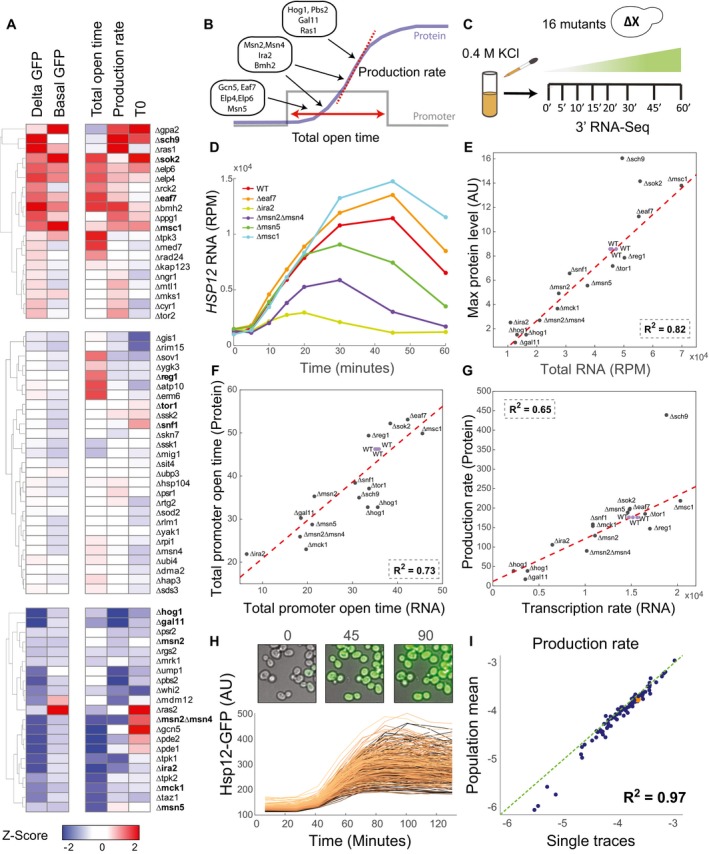
Partially decoupled regulation of transcriptional dynamic parameters inferred from protein and RNA measurements Summary of Hsp12‐GFP dynamics single‐mutant screen. Sixty‐eight mutants were divided into three groups: increased/decreased/did not change the total GFP produced. Each group was independently hierarchically clustered. The values shown are the *Z*‐scores of each parameter: *t*_on_ —response onset time; production rate; total open time—length of transcriptional window (*t*_off_ *–t*_on_); basal GFP—GFP levels measured before exposure to stress; delta GFP—amount of GFP produced throughout the experiment (max GFP ‐ basal GFP).The dynamic parameters are regulated by partially independent mechanisms. Mutant strains can be roughly divided into three groups: affecting total open time, affecting production rate, and affecting both.Outline of mRNA‐seq experiment. Sixteen yeast strains were grown to mid‐log phase, exposed to 0.4 M KCl, and sampled in the indicated time points after exposure to stress.mRNA levels of *HSP12* (*y*‐axis) as a function of time (*x*‐axis) in six representative strains.Comparison of RNA levels to protein levels. *X*‐axis is the sum over the *HSP12* mRNA counts (see D). *Y*‐axis is the maximum over the Hsp12‐GFP values. The red line indicates the best linear fit.Comparing the total open time parameter inferred from mRNA data (*x*‐axis) to the one inferred from protein data (*y*‐axis). The red line indicates the best linear fit.The same as (F) for the production/transcription rates. The red line indicates the best linear fit.Time‐lapse microscopy of Hsp12‐GFP in response to stress (0.4 M KCl). Examples of raw images (top) and traces of individual cells (bottom). Traces are colored according to their basal GFP level.Scatter plot showing the production rate estimated from single traces versus the production rate estimated from the population average. Each point represents a different yeast strain.

We observe that many of the perturbations have dramatic effects mainly on a single parameter (Fig 2A). For example, deletions of *HOG1* and *PBS2* genes (encoding the MAPK and MAPKK of the HOG signaling pathway) significantly reduce Hsp12‐GFP production rate while having a milder effect on the duration of production window. In contrast, deletion of *PDE1* and *PDE2* (two cAMP phosphodiesterases) affects the duration more than the production rate. More broadly, we find 19 mutants that mainly affect the response duration, 11 that mainly affect the production rate, and 4 mutants that affect both. Satisfyingly, genes in the same pathway often have a similar parameter profile (e.g., cAMP pathway components *PDE1*,* PDE2,* and *IRA2*;* PBS2* and *HOG1*;* GIS1* and *RIM15*; elongator components *ELP4* and *ELP6*). This analysis allows us to determine which genes regulate response timing, which regulate production rate, and which influence both (Fig 2B).

### Response dynamics are mostly dictated at the mRNA level

Our analysis until this point is based on Hsp12‐GFP levels. Thus, we cannot distinguish between transcriptional and translational effects of the genetic perturbations. To examine this question directly, we used 3′ mRNA‐seq (Materials and Methods) to evaluate mRNA levels in a time course following 0.4 M KCl treatment in 16 mutant strains (single replicate per strain, three for WT), chosen to represent a range of parameter profiles (Fig 2C). 

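Messenger RNA was counted at its 3′ ends in 144 libraries, taken before and at 7 times from 5 to 60 min after the addition of 0.4 M KCl. The libraries form 18 time courses, of which 3 are of WT and 2 of Δhog1. The other 13 strains (Δeaf7, Δgal11, Δira2, Δmck1, Δmsc1, Δmsn2, Δmsn2Δmsn4, Δmsn5, Δreg1, Δsch9, Δsnf1, Δsok2 and Δtor1) have a single course each. The authors mapped the reads to sacCer3, removed duplicates by their molecular identifiers, counted the reads at the 3′ end of each gene and deposited these counts scaled to the reads of the library (PPM, the unit RPM). The steps between low values gave back whole reads for 99.88% of the values in the library with the lowest share, though in 2 libraries a read is worth so close to 1 PPM that this checks nothing. By these steps, the libraries hold 55224 to 1473286 reads (median 416080). WT libraries hold 262166 to 1473286 reads (median 466064), those of Δhog1 205884 to 1249309 (median 467378), of Δmck1 55224 to 509905 (median 332848), of Δmsn2Δmsn4 160464 to 1322157 (median 442862) and of Δmsn5 204068 to 1071280 (median 352334). Of the 6647 rows of the table, 5923 match an annotated gene of the R64 reference, which is the sacCer3 sequence, and only these were tested. Changes with time in WT were tested with limma on log2(PPM + 5), with 3 libraries per time. Strains were compared with WT by the trapezoid mean of PPM over the 60 min, again as log2(PPM + 5), in a limma fit over all 18 courses, in which a strain with a single course is assumed to vary like the WT and Δhog1 courses. The scale of log2(PPM + 5) understates the changes of genes with low values. The paper gives 3 WT replicates without saying whether they came from separate cultures, so the p-values measure the spread between these samples.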

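By the form of their column names and by reads at CAN1, a gene that the parent strain lacks, the 18 courses fall into 3 sets. The first set holds Δeaf7, Δgal11, Δira2, Δmck1, Δmsn2Δmsn4, Δmsn5, Δsok2, a course of Δhog1 and a course of WT. In the second set are Δmsc1, Δmsn2, Δreg1, Δsch9, Δsnf1 and a course of WT, and in the third are Δtor1, the other course of Δhog1 and the last course of WT. Of genes with a mean of at least 20 PPM in another set, 8 are 0 in every library of the first set and 5 in every library of the second, such as TAR1 with 0 PPM in the first and means of 11402 and 6840.9 in the others, for a reason that was not tested. The labels name no batch, but each set has its own WT course, and a fit with the set as a term was added after seeing the data. The deleted gene itself was lower in its own strain for REG1 (4.95% of WT), IRA2 (12.4%), MSC1 (15.7%), MSN5 (16.1%), SOK2 (16.5%), HOG1 (16.6%) and SNF1 (18.8%). The counted window at MSN4 had 43.0% of the WT level in Δmsn2Δmsn4, and those at SCH9, MCK1 and TOR1 had 74.7%, 78.0% and 105% in their own strains. Reads at MSN2 stood at 109% of WT in Δmsn2 and 139.6% in Δmsn2Δmsn4, at EAF7 at 219% in Δeaf7 and at GAL11 at 242% in Δgal11. A 3′ window that reaches past the end of the gene can hold reads that a deletion leaves, so a high value there checks no label.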

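HSP12 (YFL014W), which encodes a small heat shock protein of the plasma membrane and lies on chromosome VI of R64 from 107256 to 107585, had 1148 PPM ± 212 (SD, n = 3) in unstressed WT cells. Its level was 1692 ± 284 at 5 min, 3567 ± 272 at 10 min, 5819 ± 853 at 15 min and 7652 ± 452 at 20 min. It stood at 10282 ± 1099 at 30 min and 10381 ± 1364 at 45 min, and was back at 6301 ± 987 at 60 min. The rise over 0 min was 1.64 on the log2 scale at 10 min (standard error 0.16, adjusted p = 3.5e-08 from limma) and 3.17 at 30 min (standard error 0.16, adjusted p = 3.4e-14 from limma), upward in all 3 courses. The highest value of a course was 9.27 ± 1.51 (SD, n = 3) times its 0 min value.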

Examining *HSP12* mRNA levels throughout the response (Fig 2D), we see a rapid increase in RNA levels followed by their decrease as the yeast acclimates to the new conditions (Gasch *et al*, 2000). As expected, different mutant strains had a range of *HSP12* responses, with barely noticeable induction in Δhog1, Δira2, and Δgal11, and a stronger than WT induction in Δmsc1 and Δeaf7 (Fig 2D).

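HSP12 fell most in the strains that lack IRA2, GAL11 or HOG1, which encode an inhibitor of Ras, a subunit of the Mediator complex and the kinase of the osmotic stress pathway. Over the 60 min, its mean level was 7452 PPM ± 841 (SD, n = 3) in WT, 1822 in Δira2 (24.5% of WT), 2095 in Δgal11 (28.1%) and 2544 ± 497 (SD, n = 2) in Δhog1 (34.1%). The log2 fold changes were −2.02, −1.82 and −1.56, with adjusted p = 8.2e-04, 0.00448 and 9.5e-04 from limma. Its highest value was 1.98 times the 0 min value in Δira2, 2.13 times in Δgal11 and 2.79 ± 0.60 (SD, n = 2) times in Δhog1. At the other end, Δmsc1, without a protein of unknown function, had 9868 PPM (132% of WT) and a highest value 14.7 times that at 0 min. Δeaf7, without a subunit of the NuA4 histone acetyltransferase, had 9194 (123%), with a highest value 9.12 times that at 0 min, and Δsok2, without a regulator in the PKA pathway, had 9262 (124%), but from a high 0 min level of 2077 PPM, so that its highest value was 6.39 times that at 0 min, less than in WT. None of these 3 strains passed limma's test (adjusted p = 0.845 in Δmsc1, 0.825 in Δeaf7 and 0.632 in Δsok2). With the course set as a term, a fit added after seeing the data that leaves 1 residual degree of freedom per gene and draws on the spread of all genes, Δmsc1 passed (log2 fold change 0.61, adjusted p = 7.9e-06 from limma). Δeaf7 and Δsok2 had adjusted p = 0.0251 and 0.00492 from limma there, but log2 fold changes of 0.32 and 0.33, under the bound of 1.5 times. Single courses give no error of their own for these strains.

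**Figure D1:**
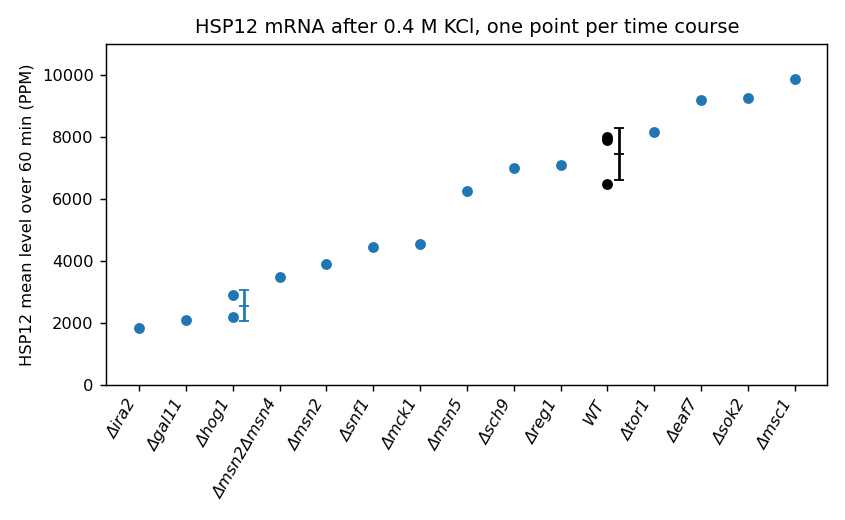
Mean HSP12 level over the 60 min after 0.4 M KCl (PPM), with a point per time course and strains ordered by their mean. Bars give the mean and SD of the 3 WT courses and of the 2 Δhog1 courses. The strains range from 1822 PPM in Δira2 to 9868 PPM in Δmsc1.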

We assumed until now that protein production should be proportional to the integral of mRNA levels throughout the response. To test that, we contrasted mRNA levels to protein production levels. Indeed, the integral of *HSP12* mRNA is strongly correlated with maximal Hsp12‐GFP levels (*R* ^2^ = 0.82, Fig 2E). 

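The area under the HSP12 curve over 60 min was 592081 PPM·min in Δmsc1, 551635 in Δeaf7, 271672 in Δmck1, 125705 in Δgal11 and 109335 in Δira2. Hsp12-GFP values of single mutants are not in the tables used here, so each strain was set against the median total GFP of the paper's double mutants that carry its deletion. The paper's medians are 13258 for Δmsc1 (79 double mutants), 10335 for Δeaf7 (78), 3742 for Δmck1 (76), 1010.5 for Δgal11 (33) and 1636 for Δira2 (28). Over 14 mutant strains, Pearson's r was 0.916 (permutation p = 2.0e-05) and Spearman's rho 0.934 (permutation p = 3.0e-05). Without Δmsc1 and Δsok2, the strains farthest from the median area, r was 0.895 (permutation p = 9.0e-05) and rho 0.930. Among the 8 strains of the first course set alone, r was 0.9921 (permutation p = 3.0e-04) and rho 0.952 (permutation p = 0.00114). Among the 5 of the second set, which holds Δsch9, r was 0.852 (exact permutation p = 0.05) and rho 0.900 (exact permutation p = 0.0833), a value added after seeing the data. The last set holds only Δtor1 and a course of Δhog1. Besides the area, only its increase above 0 min was set against GFP (r = 0.945 and rho = 0.969 over the 14 strains), which makes 2 relations.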

A noticeable exception to this trend is the deletion of the *SCH9* gene, encoding for a Tor1 target kinase that regulates ribosome biogenesis and translation initiation (Huber *et al*, 2009). 

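In Δsch9, which lacks a kinase of the TOR pathway, HSP12 mRNA followed the WT course closely. Its level was 855 PPM at 0 min, 3055 at 10 min, 7109.9 at 20 min, 10444 at 30 min and 5068 at 60 min. The mean over 60 min was 6997 PPM, 93.9% of WT (log2 fold change −0.08, adjusted p = 0.999 from limma), and the sign turns with the course set as a term, at a log2 fold change of 0.11. No gene had a different mean level in Δsch9 than in WT by limma at an adjusted p under 0.05 (20 higher and 61 lower at an unadjusted p under 0.05; 6 and 6 with the course set as a term). The window at SCH9 itself held 20.2 PPM against 27.0 ± 5.58 (SD, n = 3) in WT, so the deletion does not show there, for a reason that was not tested.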

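The median total GFP of the paper's 55 double mutants without SCH9 was 13096, and that of the 52 without TOR1, whose product acts upstream of Sch9, was 8596. A line fitted to the other 13 strains gives 7865 for the area under the HSP12 mRNA curve of Δsch9, so the measured value was 1.67 times the line. The distance of 5231 from the line compares with an SD of 967 for the other strains and a largest distance of 1854 among them. Leaving out Δsch9, r over 13 strains was 0.970 (permutation p = 1.0e-05, the smallest that 100000 permutations can give) and rho 0.973 with the same permutation p.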

In Δsch9, the observed protein levels are double of the expected amount based on mRNA levels, suggesting that Δsch9 effect has a major translational component.

Having observed agreement between total levels of protein and mRNA, we next asked whether the dynamics of mRNA induction match the ones inferred from Hsp12‐GFP data. Using the same model (Fig 1C, middle panel, red curve), we extracted the dynamic parameters from the *HSP12* mRNA data. 

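By the kinetic model, HSP12 transcription in WT opened 6.25 min ± 0.433 (SD, n = 3) after KCl was added. It closed at 41.2 ± 0.901, which left the gene open for 35.0 min ± 1.09. Its rate at opening was 604 PPM per min ± 61.0 (SD, n = 3). The model has a constant production while the gene is open and a degradation in proportion to the mRNA. Every course was fitted with the same degradation rate, a half-life of 15.4 min, which gave the smallest error over the 18 courses. With the rate of 0.1 per min set in the authors' code for the protein model, the WT gene was open for 45.8 min. On courses simulated from this model with a shared degradation rate and 3% noise, the fitted open time was off by a median of 0.75 min. At most it was off by 2.75 min. This leaves out the error that arises where degradation differs between courses.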

Comparing the parameters estimated from mRNA profiles and Hsp12‐GFP profiles, we see good agreement (Fig 2F and G). The total open time parameter estimated from protein data tends to be higher than the one estimated from mRNA data, probably due to the effect of maturation time on Hsp12‐GFP measurements. 

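With the shared degradation rate, HSP12 was open longer than in WT in strains without MSC1, EAF7 or SOK2, at 45.0, 42.8 and 42.5 min. In Δtor1, which lacks a TOR kinase, and in Δreg1, which lacks a subunit of a phosphatase that acts on Snf1, it was open for 34.5 and 34.2 min. It was open for 13.5 min in Δira2 and 19.0 min in Δgal11. The 2 courses of Δhog1 gave 27.6 min ± 11.8 (SD). Between these, HSP12 was open for 30.0 min in Δsnf1, which lacks the kinase of glucose derepression, and for 29.8 min in Δmsn2. With a degradation rate of its own for each course, Δmsc1 had 33.0 min, below the 34.6 of WT, and Δgal11 had 32.8. At 0.1 per min, Δmsc1 had 45.25 min against 45.8 in WT, and Δhog1 had 52.4 ± 1.24 (SD, n = 2). In Δeaf7 and Δsok2, HSP12 stayed open longer than in WT both ways.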

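Transcription of HSP12 in Δsch9 left the gene open for 33.0 min, 2 min less than the WT mean of 35.0. The rate at opening was 645 PPM per min against 604 ± 61.0 (SD, n = 3) in WT, a difference smaller than the spread between the WT courses. Neither difference was tested. With a degradation rate of its own for each course, the rate at opening was 676 against 584 ± 53.3, a difference larger than that spread. The highest level was 12.2 times that at 0 min, since the unstressed level was low.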

As expected, Δsch9 is an outlier in production rate, but not in total open time, supporting the claim that this mutant affects the translation of *HSP12* mRNA. 

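At opening, HSP12 was made at 140.4 PPM per min ± 31.3 (SD, n = 2) in Δhog1, 149 in Δgal11 and 191 in Δira2, the lowest rates of the 15 strains. Its rate was 346 in Δmsn2, which keeps Msn4, and 404 in Δsnf1. With the shared degradation rate, rates at opening in Δreg1 (605), Δsok2 (619), Δtor1 (642) and Δeaf7 (663) lay within 1 SD of the WT mean. That in Δmsc1 (771) lay above it by more than the WT spread. With a degradation rate of its own for each course, Δmsc1 (631) lay within 1 SD of WT (584 ± 53.3). Differences in these rates were not tested.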

In general, we conclude that transcriptional parameters estimated from protein levels are a good proxy to study transcriptional response.

### Population‐level response is representative of individual cells

Our analysis up to this point is based on the population mean (either of RNA or GFP) during the response. However, it is possible that response variability between individual cells will skew estimated parameters (Fig EV2A). Our flow cytometry assay samples the population at each time point and thus provides an estimate of variability at each time point. Such measurements, however, do not provide single‐cell dynamics as any given individual cell is only observed at a single time point.

**Figure EV2:**
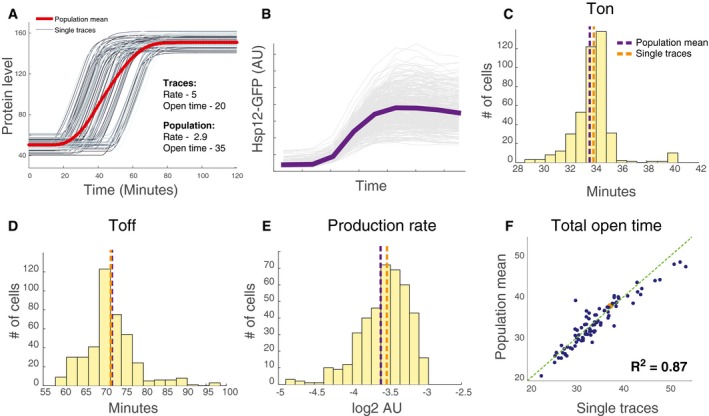
Partially decoupled regulation of transcriptional dynamic parameters inferred from protein and RNA measurements AIllustration of a potential artifact of a parameter estimation from the population mean. Shown is the simulation of GFP induction in single cells with exactly the same production rate and total open time, but different onset times. The red line shows the mean of the population at each time point. The parameters estimated from the population curve are different from the parameters of the individual curve (inset).BPopulation mean of the individual traces shown in Fig 2H.C–EHistogram of the *T*_on_ parameter (C), the *T*_off_ parameter (D), and the production rate parameter (E) derived from individual traces (Fig 2H). The orange dashed line marks the mean of the histogram, and the purple line marks the value of the parameter estimated from the population mean (B).FScatter plot showing the total open time estimated from single traces versus the total open time estimated from the population average. Each point represents a different yeast strain.

To directly assay the transcriptional dynamics in single cells, we performed live‐cell microscopy experiment in 96 mutant strains with HSP12‐GFP reporter in two repeats (Materials and Methods). Briefly, mid‐log growing cells were adhered to a glass‐bottom multiwell plate, then exposed to stress (0.4 M KCl), and observed for ~180 min with imaging of brightfield and GFP every ~15 min (Fig 2H). Image analysis recovered the trajectory of GFP in individual cells visualized during the experiments. From each population, we recovered 200–1,000 high‐quality single‐cell traces (Fig 2H, Materials and Methods). For each strain, we estimate the model parameters from the population mean (Fig EV2B) and from each one of the traces (Fig 2H), resulting in a distribution of points in parameter space that represent variability in dynamics of genetically identical cells (Fig EV2C–E).

Comparing the estimate of parameters from the population mean to the mean of the distribution over parameters of individual cell traces, we observe an excellent agreement across all 96 strains (Figs 2I and EV2F). Importantly, estimates based on population means reflected differences between strains that are smaller than the variability within the population of each strain. Together, these results suggest that in most cases population‐level parameters represent the dynamics in individual cells.

### Dynamics of stress response differentiate between identical accumulated outputs

Having gained confidence in the reporter assay and the parameterization of dynamics, we wanted to further understand the molecular mechanisms behind this response. We moved on to quantify Hsp12‐GFP dynamics in ~1,600 double‐mutant strains which we have previously generated (Gutin *et al*, 2015). We measured GFP levels at six time points after exposure to 0.4 M KCl (Fig 3A, Materials and Methods) and extracted the dynamic parameters for each curve (Materials and Methods, Datasets EV1 and EV3 (for raw data)). The estimated model parameters were in good agreement between biological repeats (Fig EV3A) and explain > 99% of the signal (Fig EV3B). Examining the fitted parameter space, we observe a wide range of parameter combinations demonstrating a varied space of possible responses (Fig 3B). Importantly, the same total GFP levels at the end of the response can be the result of significantly different dynamics (Figs 3B and C, and EV3C). Thus, examining the response dynamics uncovers additional distinctions between perturbations that are undetected when measuring only levels of total GFP at the end of the response.

**Figure 3:**
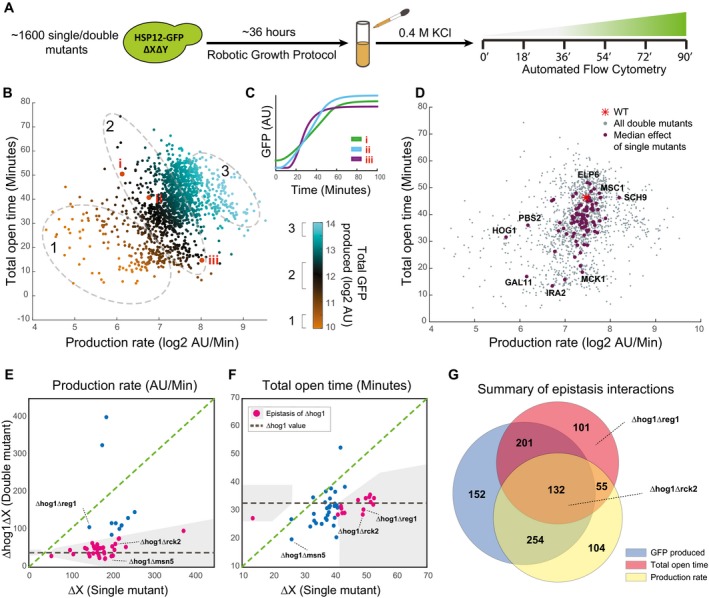
Double‐mutant screen for regulators of dynamic parameters ADouble‐mutant library, containing ˜1,600 strains with Hsp12‐GFP reporter, was screened using automated flow cytometry in six time points following exposure to stress (0.4 M KCl).BEstimated parameters (median over repeats) of all ˜1,600 double‐mutant strains. The color represents the total Hsp12‐GFP produced. The same amount of GFP can be produced with multiple parameter combinations. The ellipses illustrate iso‐expression areas in the graph.CThree examples of individual strains (marked in B) with nearly the same total expression but dramatically different dynamics.DIllustration of the genetic interaction trends of individual mutants. For each single mutant, we plot the median of all the double mutants that contain it (purple dots). The gray dots are all individual double‐mutant strains (B).E, FIllustration of the interactions of Δhog1 in the production rate parameter (E) and the total open time parameter (F). Shown the production rate of the single mutant (*x*‐axis) versus the production rate of the double mutant with Δhog1 (*y*‐axis). The gray line marks the Δhog1 single‐mutant levels. Points close to the gray line are ones where the value of the double mutant is close to the value of Δhog1 and defined as epistasis of Δhog1 (pink dots).GVenn diagram comparing the number of epistatic pairs detected in various phenotypes.

**Figure EV3:**
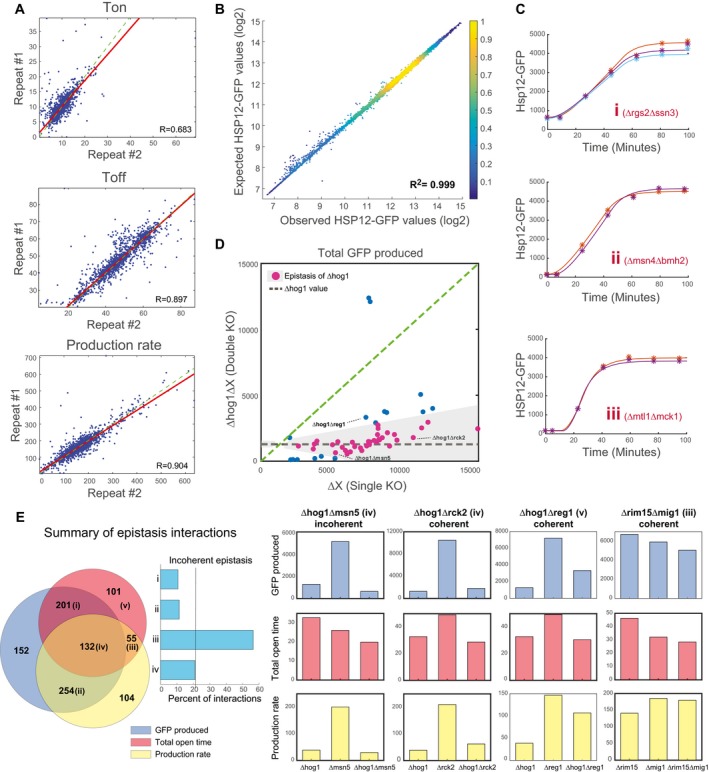
Double‐mutant screen for regulators of dynamic parameters Reproducibility of the parameter estimation from the double‐mutant screen. Each point is a double‐mutant strain. The x*y*‐axis shows the results from two independent biological repeats.For each data point collected in the screen (strain X time point X repeat), we plot the expected value according to the estimated parameters (*y*‐axis) versus the actual value (*x*‐axis).Biological repeats of individual strains with the same total expression but different dynamics. As shown in Fig 3C.Illustration of the interactions of Δhog1 in the total GFP parameter. Shown the total GFP of the single mutant (*x*‐axis) versus the total GFP of the double mutant with Δhog1 (*y*‐axis). The gray line marks the Hog1 single‐mutant levels. Points close to the gray line are ones where the value of the double mutant is close to the value of Δhog1 and defined as epistasis of Δhog1 (pink dots).Venn diagram comparing the number of epistatic pairs detected in various phenotypes (left). For all pairs of mutants with 2 or more types of epistatic interactions, we plotted the fraction of pairs with incoherent interactions—where Δx is epistatic in one parameter and Δy in the other (center). Examples of epistatic interactions in different regions of the venn diagram. For each pair, the values of the single mutants and the double mutant are shown for each parameter. The color of the bars matches the colors in the venn diagram. Epistatic cases are marked with bold border (right).

### Epistatic analysis identifies regulatory interactions in modulating response dynamics

We wondered whether these finer differences provide additional information on the underlying pathways. Examining the effect of double mutants in the dynamic setting, we observe that some mutants have dominant effects in one or in both parameters (Fig 3D). For example, deletion of *HOG1* leads to reduced production rate in most combinations with other mutants (Fig 3D). On the other hand, deletion of *SCH9* gene increases Hsp12‐GFP production rate in most combinations. The deletion of *ELP6* gene has a large effect on response duration and does not affect the production rate (Fig 3D). In some cases, a mutant can have dominant effects in both parameters. For example, the deletion of *IRA2* gene results in shorter and weaker response in most combinations with other mutants (Fig 3D).

A powerful way of analyzing genetic interactions is in terms of epistasis. We say that a deletion of X is *epistatic* over a deletion of Y when ΔXΔY has the phenotype of ΔX and is different from the phenotype of ΔY (Phillips, 2008). Previously, we analyzed epistatic relations based on total GFP produced after stress in the same strains (Gutin *et al*, 2015). Reasoning that dynamics of responses provides richer information, we defined a test for epistatic relations between pairs of genes (Materials and Methods) and applied it to total GFP produced, production rate, and response duration (Dataset EV2).

For example, among Δhog1 strains (Fig 3E) we observe 34 double mutants where the deletion of *HOG1* gene reverted the production rate in a single mutant to a Δhog1‐like production rate in the double mutant (e.g., Δhog1Δrck2). Similarly, Δhog1 is epistatic over many genes in terms of response duration (Fig 3F). Interestingly, an epistasis interaction in one parameter does not imply an epistasis in the other. For example, Δhog1 is epistatic over Δreg1 in terms of response duration but not in terms of production rate. In contrast, in the case of Δrck2 we observe epistasis of Δhog1 in both parameters. Importantly, limiting the epistasis analysis only to the total GFP produced parameter would not recover the epistasis of Δhog1 over Δreg1 (Fig EV3D).

Our epistatic analysis shows several trends. First, a majority of the epistatic interactions observed from total GFP (587/739) are detected in epistatic analysis of one or two of the dynamic parameters (Fig 3G). In most of the cases (510/587), the direction of epistasis is in agreement (Fig EV3E). Second, in the cases where there is an agreement, the refined analysis identifies the main regulatory aspect of epistasis in the specific pair (e.g., production rate in the case of Δhog1Δmsn5). Thirdly, epistatic analysis of individual parameters identified 205 new epistatic interactions, such as Δhog1Δreg1, that could not be inferred by analysis of the total GFP (Fig 3E–G). These involve epistasis in one parameter but not the other, leading to seemingly non‐epistatic interaction in terms of the total GFP produced. Finally, there is a small number (55) of pairs with epistatic interactions in both parameters that are not detectable in total GFP. Many of these (31/55) involve incoherent interactions—first mutant is epistatic over the second in response time, and the second is epistatic over the first in production rate (Fig EV3E).

We conclude that genetic analysis of individual aspects of the response dynamics is highly informative and can uncover multiple epistatic interactions that are hidden when examining only a single measure at the end of the response (e.g., total GFP produced).

### MCK1 gene deletion significantly shortens the Msn2/4‐dependent transcriptional response

Using these epistatic maps, we returned to ask what genes regulate the extension of the response in high stress conditions (Fig 1F). Examining mutants that had strong effects on the total open time parameter but had a small effect on the production rate (Fig 3D), we decided to focus on *MCK1*. *MCK1* encodes for a protein kinase related to the mammalian GSK‐3 (Neigeborn & Mitchell, 1991; Bianchi *et al*, 1993). Examining the epistasis interactions of Δmck1, we see that their vast majority are in the total open time parameter (Fig 4A and B), suggesting a central role of Mck1 in determining the length of the transcriptional window.

**Figure 4:**
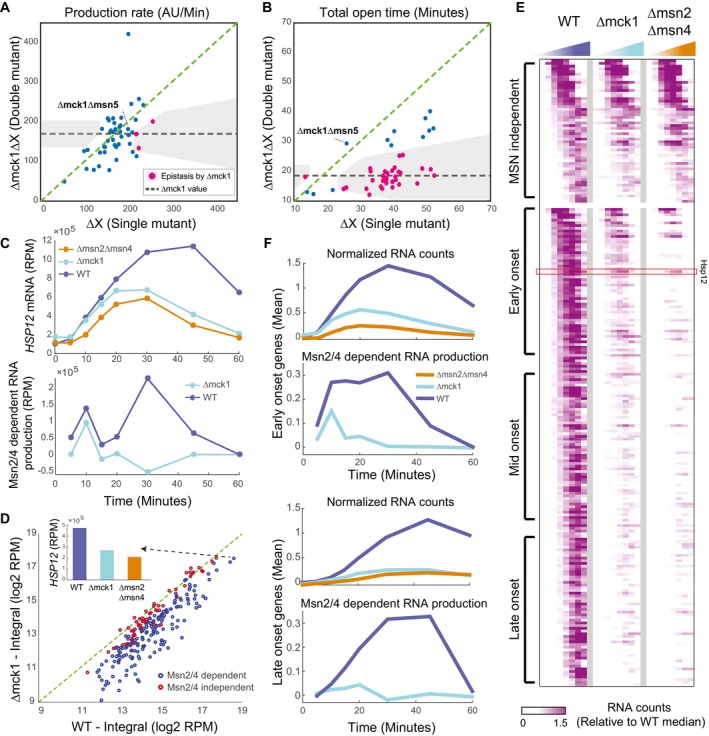
MCK1 is necessary for secondary wave of Msn2/4 activity Epistatic interactions of Δmck1 in the production rate parameter (see Fig 3E).Epistatic interactions of Δmck1 in the total open time parameter (see Fig 3E).Upper: *HSP12* mRNA in response to osmotic stress (0.4 M KCl). Lower: estimate of Msn2/4‐dependent production of *HSP12* mRNA over time (difference between WT and Δmsn2Δmsn4 production profiles, Fig EV4A, Materials and Methods).Δmck1 effect on the response of all stress genes. The integral over mRNA values in WT strain (*x*‐axis) versus the integral in the Δmck1 strain (Y values). The inset shows the integral for the *HSP12* gene.Heatmap showing expression of stress‐responsive genes in WT and two mutants over eight time points (see Fig 2C). Each gene is presented relative to its pre‐stress level and normalized by the median over WT values to visualize the dynamic range in all genes. The genes are separated into MSN‐dependent and MSN‐independent genes (Fig EV4B). The MSN‐dependent genes are sorted based on the onset time to three groups (early, average, and late onset).The behavior of early‐ and late‐onset genes. Similar to (C) but showing the average over the genes in each group.

Mck1 was previously linked to the ESR and has been suggested to regulate Msn2/4 activity, either directly or indirectly (Hirata *et al*, 2003; Sadeh *et al*, 2011; Gutin *et al*, 2015). To check whether the deletion of *MCK1* gene completely abolishes the activity of Msn2/4, we compared the dynamics of *HSP12* mRNA production in the Δmck1 and Δmsn2Δmsn4 strains (Fig 4C upper panel). 

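HSP12 had a mean level over 60 min of 4528 PPM in Δmck1, without a kinase of the GSK-3 family, which is 60.8% of WT. In Δmsn2Δmsn4, without both zinc-finger activators of the general stress response, it had 3485 PPM (46.8%), and in Δmsn2 alone 3887 (52.2%). The log2 fold change passed limma's test in Δmsn2Δmsn4 (−1.09, standard error 0.23, adjusted p = 0.0467) and did not in Δmck1 (−0.71, standard error 0.23, adjusted p = 0.282) or Δmsn2 (−0.93, adjusted p = 0.169). With the course set as a term, added after seeing the data, the fall in Δmck1 passed too (log2 fold change −0.70), as did that in Δmsn2 (−0.74). That fit leaves 1 residual degree of freedom per gene and draws on the spread of all genes, so this is not a replicated result. By the kinetic model, HSP12 was open from 5.75 to 25.0 min in Δmck1 and from 7.5 to 25.8 min in Δmsn2Δmsn4. The open times of 19.2 and 18.2 min differ from that of WT by −15.8 and −16.8 min. When each course has a degradation rate of its own, the difference from WT is −2.58 min in Δmck1 and −15.1 min in Δmsn2Δmsn4.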

In general, both strains significantly reduce the total RNA level and the response time. However, at the first 10–15 min of the response, the Δmck1 strain accumulates mRNA in a rate similar to WT, consistent with our observations using Hsp12‐GFP. These results show that there is residual activity of Msn2/4 in Δmck1 strain.

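Between 5 and 10 min, HSP12 mRNA in Δmck1 rose by 363 PPM per min, within the range of the 3 WT courses (452, 355 and 318). Between 10 and 15 min it rose by 333 per min against 421, 329 and 602 in WT, and between 15 and 20 min by 292 against 391, 443 and 266. From 20 to 30 min it rose by 9.26 per min, below the 290.1, 189 and 309.8 of the WT courses. In Δmsn2Δmsn4 the same intervals gave 175, 361, 286 and 61.8 PPM per min. The rate at opening by the kinetic model was 472 PPM per min in Δmck1 and 447 in Δmsn2Δmsn4, both below the WT mean by more than its SD. With a degradation rate of its own for each course, these were 812 and 490 against 584 ± 53.3 (SD, n = 3) in WT. Δmck1 then lies above WT, so the direction there rests on the model. The 0 min value of Δmck1 (2242 PPM) comes from the shallowest library, with 55224 reads, and lies above the WT values.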

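TPS1, PNC1 and GLK1 had lower levels in Δmsn2Δmsn4 than in Δmck1, while GRE1, a hydrophilin gene, had 27.2 PPM in Δmsn2Δmsn4 and 20.8 in Δmck1. The mean level over 60 min of TPS1, the trehalose-6-phosphate synthase gene, was 1553 PPM ± 286 (SD, n = 3) in WT, 703 in Δmck1 and 205 in Δmsn2Δmsn4. PNC1, which encodes nicotinamidase, had 3781 ± 701 in WT, 1980.1 in Δmck1 and 579 in Δmsn2Δmsn4. For GLK1, the glucokinase gene, the values were 2773 ± 369, 1331 and 367. Against WT, TPS1, PNC1 and GLK1 did not pass limma's test in Δmck1 (adjusted p = 0.0985, 0.222 and 0.0930). The difference between Δmck1 and Δmsn2Δmsn4, each with a single course, was not.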

To characterize this residual activity, we approximated the Msn2/4‐dependent production at each time point (Fig 4C lower panel, Fig EV4A, Materials and Methods). 

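HSP12 made 543.7 PPM ± 72.9 (SD, n = 3) of mRNA in WT in the first 5 min after KCl beyond what Δmsn2Δmsn4 made, 1001 ± 348 from 5 to 10 min and 448 ± 696 to 15 min. The excess was 404 ± 454 to 20 min, 2012 ± 648 from 20 to 30 min and 213 ± 369 to 45 min. Per minute, these are 200.2 ± 69.6 PPM at 10 min and 201 ± 64.8 at 30 min, against 89.5 ± 139 at 15 min and 80.9 ± 90.7 at 20 min. The dip from the 10 min value is smaller than the SD over the WT courses at 15 min and larger than it at 20 min. It was not tested. Production is the rise in PPM from the preceding time, with falls set to 0 as drawn in Fig EV4A, minus that of Δmsn2Δmsn4. With falls kept as negative values, the excess to 45 min was 2946 ± 467, since Δmsn2Δmsn4 falls in that interval.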

In WT strain, we see two significant Msn2/4‐dependent production peaks. However, in Δmck1 strain, there is only one such peak, 10 min after the exposure to stress, while the rest of the response is similar to Δmsn2Δmsn4 (Msn2/4 independent). This suggests that at the beginning of the response, Msn2/4 is active in the absence of Mck1. However, this activity is prematurely abolished, raising the hypothesis that Mck1 is involved in prolonging the duration of Msn2/4‐dependent *HSP12* transcription.

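HSP12 production beyond that of Δmsn2Δmsn4 in Δmck1 was 0 PPM at 5 min, 941 at 10 min, −142 at 15 min, 32.8 at 20 min and −525 at 30 min. At 10 min this is 94.0% of the WT mean, and at 30 min −26.1%. The WT courses gave 1388, 901 and 714 PPM at 10 min, so Δmck1 lay between them, while its value at 30 min lay below all 3. Against the WT course of the same set alone, the 10 min value was 67.8%. No error is known for the single courses of Δmck1 and Δmsn2Δmsn4, and the latter enters every difference.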

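The late part of the response fell short in Δmck1 in many stress genes. HSP12 had a mean log2 level at 30 to 60 min that was 1.42 ± 0.0740 (SD, n = 3) above that at 5 to 15 min in WT, and 0.31 above it in Δmck1. The difference was −1.11 (standard error 0.14, adjusted p = 5.3e-05 from limma). For SSA4, an inducible Hsp70, the difference was −2.51 (adjusted p = 3.7e-07 from limma), for DDR2, a DNA damage response gene, −2.32 (7.9e-05), for CTT1, the cytosolic catalase gene, −1.84 (4.4e-04), and for HSP82, an Hsp90, −1.69 (5.3e-05). Of the 37 Msn2/4 targets with stress response elements (STRE) tested, 30 had a smaller late share in Δmck1 and 0 a larger one (34 and 0 when adjusted over the list alone). Of 20 trehalose and glycogen genes, 10 were lower late (14 when adjusted over the list alone), as were 10 of 29 chaperones (13), 12 of 29 Hog1 targets (14) and 8 of 45 respiration genes (11). Across 5117 genes, 169 were lower and 59 higher. Without a WT course, the number lower ranged from 72 to 267. It was smaller still by edgeR on whole reads and with no filter on low values, and larger with the course set as a term. The paper proposes from the early loss of activity that Mck1 prolongs transcription of HSP12 by Msn2/4.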

**Figure EV4:**
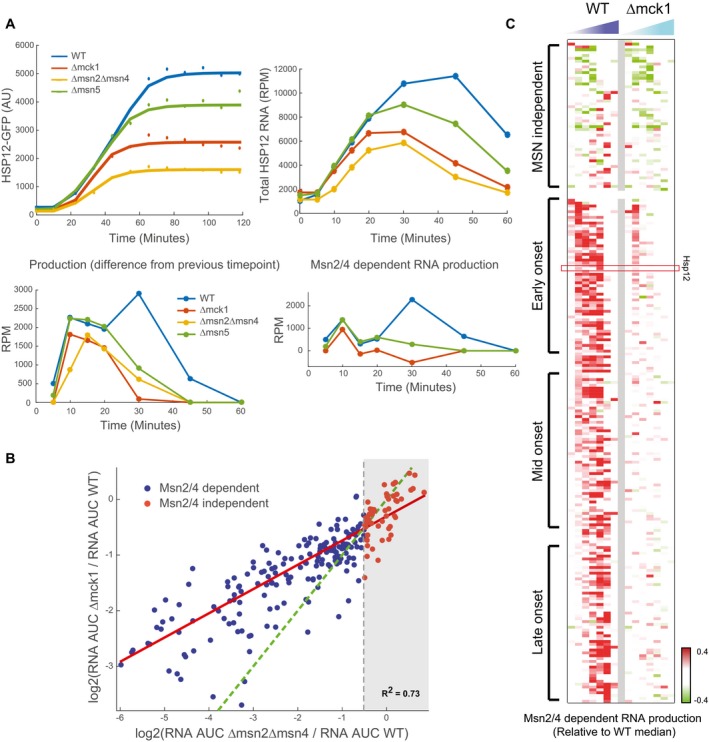
MCK1 is necessary for secondary wave of Msn2/4 activity Estimation of Msn2/4‐dependent production of *HSP12* gene. Top left panel shows HSP12‐GFP response in the different strains. Top right panel shows the normalized counts (PPM) of *HSP12* mRNA molecules in response to osmotic stress in these strains (as in Fig 4C). Bottom left panel shows the change in RNA from previous time point as a proxy for RNA production during that period. Bottom right panel is the difference of each curve in the middle panel from Δmsn2Δmsn4 production. This value captures excess production beyond Msn2/4‐independent production and defined as Msn2/4‐dependent production.The effect of Δmck1 on stress genes induction partially phenocopies the effect of Δmsn2Δmsn4. For each stress‐induced gene, we estimated the change in observed RNA in Δmsn2Δmsn4 (*x*‐axis) versus Δmck1 (*y*‐axis) when compared to WT. Genes that had little or no effect (ratio to WT > −0.5) of Δmsn2Δmsn4 are marked in red and defined as Msn2/4 independent.Heatmap showing Msn2/4‐dependent production of stress‐responsive genes in WT and Δmck1 (in the same order as in Fig 4E).

### Mck1 has a global effect on the general stress response

We reasoned that this effect might be either specific to *HSP12,* or a global effect on the iESR genes. We thus examined the mRNA profiles of 230 stress‐induced genes during response to 0.4 M KCl (Fig 2C) and calculated the integral over the mRNA of each gene throughout the response. 

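In WT at 30 min, the genes of general stress protection, glycerol synthesis and energy reserve rose together. CTT1, encoding the cytosolic catalase, went from 35.3 PPM ± 10.4 (SD, n = 3) to 2807 ± 621 (log2 fold change 6.14, standard error 0.30, adjusted p = 2.3e-14 from limma). SOL4 and ALD3, genes of a 6-phosphogluconolactonase and an aldehyde dehydrogenase, both had a log2 fold change of 5.90 (adjusted p = 1.7e-14 and 2.3e-15 from limma). STL1, encoding a glycerol transporter, rose from 14.2 to 811 ± 287, and GPD1, encoding the first enzyme of glycerol synthesis, from 142 to 3387 ± 738 (log2 fold change 4.56, adjusted p = 6.4e-15 from limma). The STRE targets rose in 35 of 37 and fell in 0, the Hog1 targets in 24 of 29 with 1 lower, glycerol genes in 8 of 11, trehalose and glycogen genes in 17 of 19 and chaperones in 17 of 29. Each of these counts was the same when adjusted over the list alone. At 10 min, 28 of the STRE targets and 18 Hog1 targets (20 when adjusted over the list alone) were already higher. Among 5034 genes tested, 43 were higher and 1 lower at 5 min, 188 and 69 at 10 min (24 to 38 lower without a WT course), 366 and 273 at 15 min, 527 and 401 at 20 min, 770 and 442 at 45 min, and 571 and 270 at 60 min. At 30 min 801 were higher and 489 lower, which becomes 634 and 629 when the libraries are scaled by median ratios, since the median of all genes moves from a log2 fold change of 0.20 to 0.05. A rise of at least 2 on the log2 scale at some time with an adjusted p under 0.05 and a mean of at least 20 PPM at the highest time selected 274 stress-induced genes.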

Comparing the integrals of WT and Δmck1 (Fig 4D), we see that the deletion of *MCK1* reduces the total response levels of most stress‐induced genes. 

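GRE1, RTN2, DCS2 and the glycogen genes GDB1, GPH1 and GLC3 had lower mean levels over 60 min in Δmck1 than in WT. GRE1, which encodes a hydrophilin, had 209 PPM ± 62.3 (SD, n = 3) in WT and 20.8 in Δmck1 (log2 fold change −3.01, standard error 0.37, adjusted p = 0.0177 from limma). RTN2, a reticulon gene, had 571 ± 189 and 83.1 (log2 fold change −2.65), and DCS2 had 333 ± 80.2 and 55.9 (−2.44). For GDB1, GPH1 and GLC3, for debranching, phosphorolysis and branching, the log2 fold changes were −2.14, −2.09 and −2.01. Of the 274 stress-induced genes, 21 passed the test (9 to 82 without a WT course, and 208 with the course set as a term, added after seeing the data) and 256 had a log2 fold change below 0, with a median of −0.80. No random list of the same size and expression, of 10000, had so low a median, and 95% of them lay between −0.01 and 0.08. The same genes lay above all random lists in Δeaf7 (median 0.30) and Δsok2 (0.56), so lying outside them does not single out Δmck1. Against the WT courses taken singly the median was −0.95, −0.54 and −0.93, the first of them in the set of Δmck1. Of the STRE targets, 7 of 37 were lower and 0 higher (35 lower when adjusted over the list alone), and of 20 trehalose and glycogen genes 3 (12 when adjusted over the list alone). Respiration genes had a median of −0.58, and 0 of 45 passed limma's test alone (7 when adjusted over the list alone). Limma's camera put the STRE targets apart from other genes (adjusted p = 4.3e-42 with a preset correlation, adjusted p = 0.225 with an estimated correlation), as it did respiration (3.3e-17) and trehalose and glycogen genes (5.1e-14), each at adjusted p = 0.225 with an estimated correlation. Over 5117 genes, 22 were lower and 3 higher by limma (272 and 195 at an unadjusted p under 0.05), against 393 and 158 with the course set as a term and 423 and 182 by edgeR on whole reads.

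**Figure D2:**
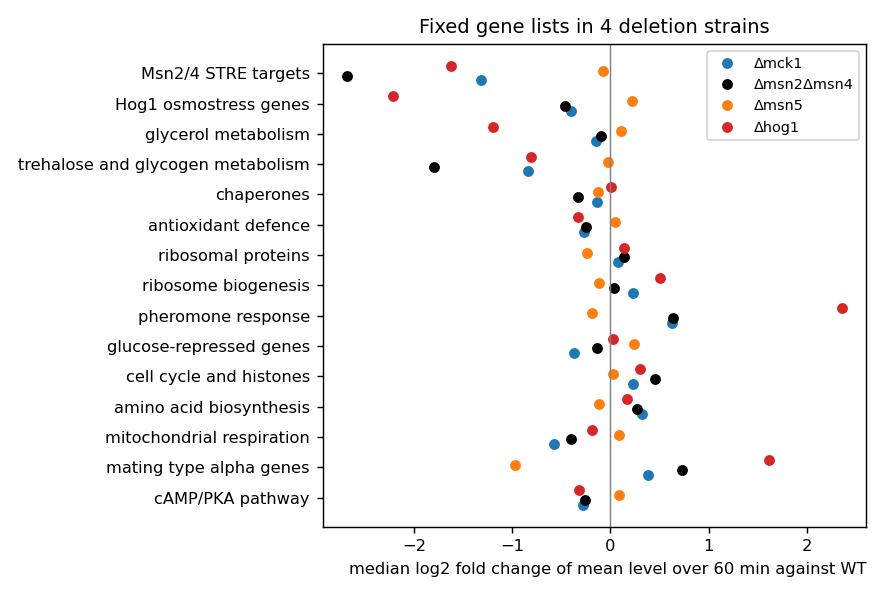
Median log2 fold change of the mean level over 60 min against WT (horizontal axis) for 15 fixed gene lists in Δmck1, Δmsn2Δmsn4, Δmsn5 and Δhog1, with a point per list and strain. The STRE targets lie at −1.32 in Δmck1, −2.68 in Δmsn2Δmsn4, −0.08 in Δmsn5 and −1.63 in Δhog1.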

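The glycerol genes GPD1 and GPP2, which make glycerol from a glycolytic intermediate, kept their levels without either regulator. GPD1 had 1885 PPM ± 294 (SD, n = 3) over 60 min in WT, 1705 in Δmck1 and 1819 in Δmsn2Δmsn4, and GPP2 1832 ± 227, 2162 and 2382. The cell wall gene SED1, the eisosome gene PIL1 and the hexose transporter gene HXT1 moved as little, with log2 ratios of 0.08, −0.02 and 0.29 in Δmck1 and −0.02, −0.08 and 0.33 in Δmsn2Δmsn4. With the bound of −0.5 on the log2 ratio to WT that the paper uses for Δmsn2Δmsn4, 71 of the 274 stress-induced genes were Msn2/4-independent, and by the same bound 64 were Mck1-independent. Both applied to 47 genes, so 73.4% of the Mck1-independent genes were Msn2/4-independent (95% Wilson interval 61.5% to 82.7%, counting error only), where 25.9% of all stress-induced genes were. RTC3 and SSA1, for a stress protein of unknown function and a cytosolic Hsp70, were among the 17 Msn2/4-dependent genes that were Mck1-independent by this bound. Their late level against the early one was still lower in Δmck1 than in WT, by log2 differences of −0.80 and −1.12. The other 24 Msn2/4-independent genes were lower than the bound in Δmck1. Counting only the increase above 0 min, the share was 50.0%. Both ratios share the WT courses, so errors in WT move a gene in both.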

The group of genes that are Mck1‐independent consists mostly of Msn2/4‐independent genes (Fig 4D—red dots, Fig EV4B), again suggesting that the effect of Mck1 is through regulation of Msn2/4.

Next, we asked whether the dynamic response of all Msn2/4‐dependent genes is affected similarly to *HSP12* by the deletion of *MCK1* gene. 

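HXK1, the hexokinase I gene, had a log2 ratio to WT of −1.88 in Δmck1 and −4.68 in Δmsn2Δmsn4, and ALD3, an aldehyde dehydrogenase gene, −1.68 and −4.85. PEP4, encoding the vacuolar protease A, had −0.72 and −0.78, and GRE1, a hydrophilin gene, −3.33 and −2.94. Over the 274 stress-induced genes, the log2 ratios in the strains had an R2 of 0.620. This correlation is across genes, which are not independent replicates. Unchanged strains simulated against the same WT courses gave an R2 of 0.0786 on average and 0.278 at most. Their covariance was 0.0534 on average where the observed covariance was 0.770. The simulation drew each gene and course independently and had no course sets. It cannot show what genes that vary together, or a shared course set, would give without a change. With Δmck1 set against the first WT course and Δmsn2Δmsn4 against the others, R2 was 0.594, and against each WT course alone 0.670, 0.530 and 0.635. When only the increase above 0 min is counted, R2 was 0.224. Of the genes called lower, 22 in Δmck1 and 127 in Δmsn2Δmsn4, 21 were shared, where independent lists among 5117 genes would share 0.546. Of 3 and 11 called higher, 2 were shared, where independent lists would share 0.00645. Neither expectation takes in the WT courses and the course set that both comparisons share, so the overlaps are not tested against no change.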

We noticed that for some Msn2/4‐dependent genes, both Δmck1 and Δmsn2Δmsn4 cause the same effect, while in others the effect of Δmsn2Δmsn4 is much stronger (Fig EV4B). To further understand these differences, we sorted the genes by the onset time of the response (Fig 4E). Interestingly, genes with early onset after response to stress show higher induction in the Δmck1 strain in comparison with the late‐onset genes (Fig 4E and F). 

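The Msn2/4-dependent genes that rose early in WT included TPS1 and TPS2, which make trehalose, the catalase gene CTT1 and NCE102, for a protein of the eisosome. The late group included HXK1, the Hsp70 gene SSA1, the vacuolar protease gene PEP4 and TFS1, for an inhibitor of carboxypeptidase Y. Onset was the time at which the WT mean first reached 50% of its maximum above 0 min. It lay between 3.29 and 14.8 min (median 12.1) in the first 67 of the 203 Msn2/4-dependent genes and between 19.7 and 34.7 min (median 22.7) in the last 67. The median log2 fold change of the mean level over 60 min in Δmck1 was −0.80 in the early group, −1.14 in the 69 middle genes and −1.08 in the late group. Against the WT courses taken singly it was −0.91, −0.55 and −1.003 for the early genes and −1.25, −0.73 and −1.18 for the late ones, so the late genes were lower against each of them. The gap between the groups was smaller than the differences between WT courses, which both groups share and which do not measure its spread. The gap was not tested. CTT1, an early gene, had a log2 ratio of −1.38 and SSA1, a late gene, −0.28, against the order of their groups.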

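Early-onset genes such as PNC1, TPS2 and CTT1, for a nicotinamidase, a trehalose phosphatase and a catalase, made mRNA beyond the level of Δmsn2Δmsn4 at 10 min in Δmck1. To weigh genes alike, the production of each was divided by its highest WT level above 0 min. The mean over the 67 genes at 10 min was 20.8% ± 6.17 (SD, n = 3) in WT and 15.9% in Δmck1, which is 76.6% of the WT mean, within 1 SD of it, and below each of the WT courses (27.8%, 16.3% and 18.2%). At 15 min it was 19.5% ± 14.0 in WT and 1.36% in Δmck1, and at 30 min 8.81% ± 6.07 and −1.48%. At 10 min, 24 of the 67 genes in Δmck1 lay below every WT course and 7 above every one. At that time 12 made none beyond Δmsn2Δmsn4, and 25 of the 65 with a WT mean above 0 made less than 50% of it.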

Examining the Msn2/4‐dependent production profiles of the early‐onset genes in the Δmck1 strain (Fig 4F upper panel, Fig EV4C), we see that similarly to *HSP12,* there is a significant Msn2/4‐dependent transcription of these genes 10 min after the exposure to stress. In contrast, in the late‐onset genes we do not see Msn2/4‐dependent transcription (Fig 4F lower panel, Fig EV4C).

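Among late-onset genes such as HXK1, YGP1 and TFS1, for a hexokinase, a secreted glycoprotein and a protease inhibitor, production at 30 min was low in Δmck1. It was 28.5% ± 9.34 (SD, n = 3) of each gene's highest level in WT and 1.38% in Δmck1, 4.83% of WT. At 45 min it was 18.7% ± 11.9 and −0.25%. At 10 min, the mean over the late genes was 2.67% ± 1.34 in WT and 3.51% in Δmck1, but the median went the other way (3.95% and 1.12%), and 28 of 67 made none beyond Δmsn2Δmsn4. Of the 67 genes at 30 min, 66 lay below the WT mean in Δmck1, 54 below every WT course and 0 above every WT course. The group was chosen from the same WT courses for a late rise, which favours high WT values in these counts.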

These observations can be explained by a simple mechanism in which there are two time windows of Msn2/4 activity. The first one is Mck1‐independent, and the second one is Mck1‐dependent. Genes whose onset time is within the first window will show Msn2/4‐dependent transcription in Δmck1 strain and other genes will not. We conclude that Mck1 acts in a global manner to prolong the duration of Msn2/4 activity in response to stress.

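Across all 203 Msn2/4-dependent genes at 30 min, 181 had a lower production in Δmck1 than the WT mean and 126 a lower one than every WT course, and 118 had none beyond that of Δmsn2Δmsn4. At 10 min, 133 lay below the WT mean and 76 below every WT course, while 36 lay above every WT course. Gene by gene, the median at 30 min was 0% of WT over the 180 genes with a WT mean above 0, and at 10 min 66.6% over 177. Decay was also added back, at the degradation rate fitted to HSP12 and used for every gene. With it, 76 of the 203 made none beyond Δmsn2Δmsn4 at 30 min. The 30 min median was then 7.52% over 194 genes. HSP12, a middle-onset gene, lay above that 10 min median. From transcription at 10 min in early-onset genes of Δmck1 and none in late-onset genes, the paper reasons that Msn2/4 may act in separate time windows, of which the later needs Mck1. It concludes that Mck1 prolongs the activity of Msn2/4 across genes.

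**Figure D3:**
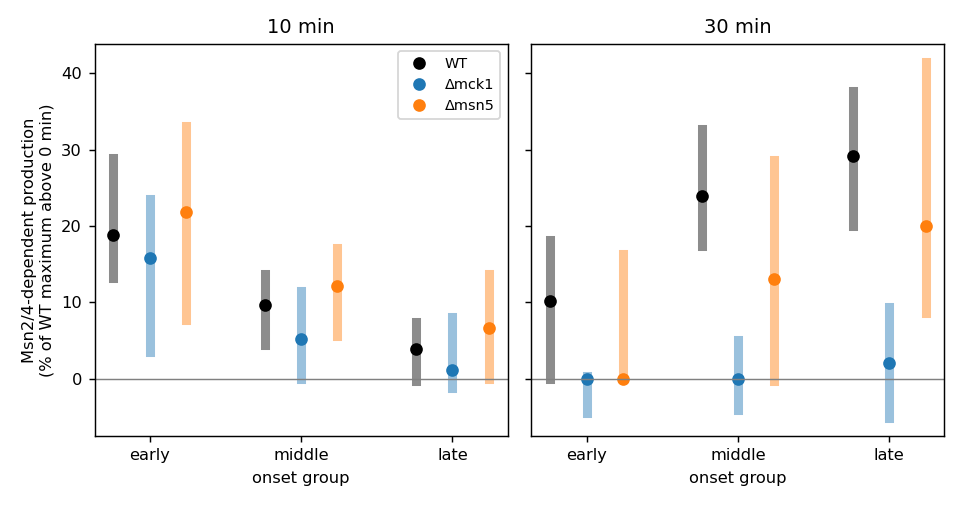
Msn2/4-dependent production per gene (% of the highest WT level above 0 min) at 10 min (left) and 30 min (right) for early, middle and late onset groups in WT, Δmck1 and Δmsn5. Points are medians over genes and bars run from the 25th to the 75th percentile. At 30 min, the medians of the late genes are 29.1% in WT, 2.04% in Δmck1 and 20.0% in Δmsn5.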

### Mck1 influences response duration through a secondary transcriptional wave

How does Mck1 achieve this global effect? To obtain mechanistic insight into Mck1 function in the context of stress response pathways, we turned again to our analysis of epistatic interactions affecting stress response dynamics (Fig 3). The deletion of *MCK1* gene is epistatic over many other mutants in terms of total open time, whereas only a handful of mutants were epistatic over Δmck1. Intriguingly, one of them, Δmsn5, reversed the phenotype of Δmck1, increasing the total open time parameter on Δmck1 background (Fig 4B). This epistasis interaction suggests that Msn5 acts downstream of Mck1 in the regulation of the response time.

Msn5 is a karyopherin that is involved in nuclear import and export (Yoshida & Blobel, 2001). Specifically, it was shown that Msn5 exports Msn2 from the nucleus (Chi *et al*, 2001; Görner *et al*, 2002). This finding led us to hypothesize that Mck1 potentially regulates the nuclear localization of Msn2/4. Upon stress, Msn2/4 are rapidly imported to the nucleus where they affect their target genes, and with the resolution of the stress, they regain cytoplasmic localization (Görner *et al*, 1998).

To better explore the extent nuclear localization is regulated by Mck1, we used microscopy to track Msn2‐GFP localization following exposure to osmotic stress, as described previously (Gutin *et al*, 2015), but with higher temporal resolution (Figs 5A and EV5A, Movie EV1, Materials and Methods). In WT strain immediately after the insult, there is a rapid onset of nuclear localization that lasts ~20 min. Subsequently, there is an additional wave of nuclear import (Jacquet *et al*, 2003; Petrenko *et al*, 2013). This localization pattern is strikingly consistent with the two Msn2/4‐dependent production periods (Fig 4C and F). Examining individual cell traces (Fig EV5B) uncovers additional properties of the localization pattern. While the initial nuclear import is by and large a long continuous event (one entry and one exit), the later nuclear imports are in shorter pulses of multiple entries (Fig 5A, lower panel, and Fig EV5B). The initial import is synchronized by the stress event, while the later imports are unsynchronized among cells and thus obscured in a population‐level summary.

**Figure 5:**
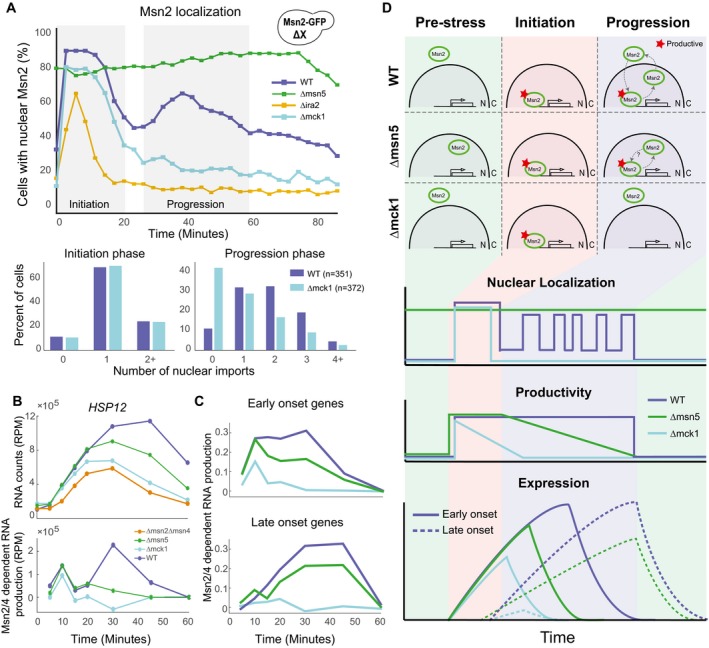
Two regulatory phases in Msn2 response Msn2‐GFP localization following stress (0.4 M KCl) in selected strains. Top: the percentage of nuclear cells (*y*‐axis) over time (*x*‐axis). Bottom: count of the number of nuclear import events in live‐cell time‐lapse microscopy at the two relevant periods.Same data as in Fig 4C, with the addition of the Δmsn5 strain.Same data as in Fig 4F, with the addition of the Δmsn5 strain.Top: Schematic model of Msn2 localization in different genetic backgrounds and phases of the response. Bottom: summary of our observations in terms of nuclear localization, Msn2 activity, and the effect on gene expression.

**Figure EV5:**
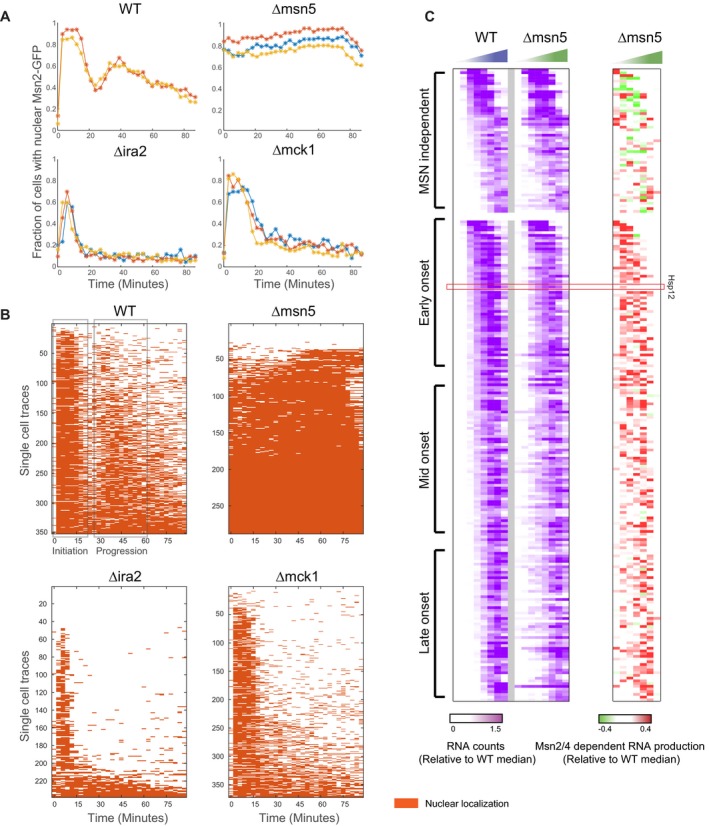
Two regulatory phases in Msn2 response Biological repeats of Msn2‐GFP localization experiment (see Fig 5A).Localization pattern in individual cell traces. Each row shows the in (orange)/out (white) nuclear localization pattern of an individual cell as a function of time (*x*‐axis) for the 4 strains.Same as Figs 4E and EV4C, for Δmsn5 strain.

In contrast to WT, in Δmsn5 we observe constant nuclear localization of Msn2, consistent with the prediction, while in Δira2, where the cAMP/PKA pathway is constitutively repressing Msn2 import, we see a much shorter period of nuclear localization in fewer cells. In Δmck1 strain, the initial pattern of nuclear localization is similar to the one we observe in WT. However, the second, unsynchronized, wave of nuclear import is by and large missing. This shorter response is consistent with the reduction of response duration of Hsp12‐GFP in Δmck1 and the difference between early‐ and late‐onset stress genes (Fig 4E and F).

These observations suggest that Mck1 is not required for nuclear import of Msn2/4 immediately after the stress, consistent with earlier studies (Hirata *et al*, 2003). Instead, Mck1 is required for mounting a second wave of Msn2 activity and thereby prolongs the duration of Msn2/4 nuclear localization.

### Nuclear export of Msn2 is necessary for efficient progression of the stress response

The deletion of *MSN5* partially rescues the effect of Δmck1 (Fig 4B) through constitutive nuclear localization of Msn2. However, in Δmsn5 strain the response to stress is weaker compared to WT (Fig 5B upper panel), even though Msn2 is nuclear throughout the whole response (Fig 5A). This observation is consistent with previous results showing that nuclear localization of Msn2 is necessary but not sufficient for activity (Estruch, 2000; Durchschlag *et al*, 2004; Boy‐Marcotte *et al*, 2006). 

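HSP12 had a mean level over 60 min of 6242 PPM in Δmsn5, which lacks an exporter of nuclear proteins, or 83.8% of WT (log2 fold change −0.25, adjusted p = 0.739 from limma). It stood at 1485 PPM at 0 min, 3911 at 10 min, 8143 at 20 min, 9054 at 30 min and 3514 at 60 min. The highest level was 6.10 times that at 0 min. The genes with lower levels in Δmsn5 were MSN5 itself (147 PPM ± 1.56, SD, n = 3, in WT and 20.5 in Δmsn5), the α-factor gene MF(ALPHA)2 and the agglutinin gene AGA1. Their log2 fold changes were −2.58, −2.57 and −1.71 (adjusted p = 0.00168, 0.00206 and 0.0190 from limma). Counting only the increase above 0 min, none of them passed, and AGA1 turned to 0.35. Of the STRE targets, 0 of 37 passed limma's test (0 when adjusted over the list alone), with a median log2 fold change of −0.08. By limma no gene was higher and 3 were lower (207 and 28 at an unadjusted p under 0.05), against 88 and 57 with the course set as a term and 91 and 161 by edgeR on whole reads. The 274 stress-induced genes had a median of 0.04, and of −0.11 against the WT course of the same set.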

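HSP12 was open for 31.5 min in Δmsn5, from 3.75 to 35.2 min, which is 3.5 min less than the WT mean. The rate at opening was 548 PPM per min, within 1 SD of WT. With a degradation rate fitted to each course it was 727 against 584 ± 53.3 (SD, n = 3), above WT by more than the SD. With a degradation rate of 0.1 per min, the open time differed from WT by −11.1 min, with a rate fitted to each course by −0.58 min and with least absolute deviations by −14.2 min, so the size of the difference rests on the model. Its sign was negative each time.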

The parameterization of the response allows us to see that the defect in Δmsn5 is only at the total open time parameter and not in the rate of the response (Fig 2A). 

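HSP12 in Δmsn5 made 187 PPM beyond the production of Δmsn2Δmsn4 at 5 min, 1365 at 10 min, 399.5 at 15 min and 599.6 at 20 min. These are 34.4%, 136%, 89.2% and 148% of the WT means. The value at 10 min lay within the WT courses (1388, 901 and 714 PPM), and that at 5 min below all of them (508, 496 and 628). Against the WT course of the same set alone, production at 10 min was 98.3% of WT.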

Examining the Msn2/4‐dependent production profile in Δmsn5 strain (Fig 5B lower panel), we see that across the first ~20 min of the response, corresponding to the first nuclear import wave (Fig 5A), Δmsn5 is similar to WT. However, the second peak of Msn2 activity is much weaker. 

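At 30 min, HSP12 in Δmsn5 made 293 PPM beyond Δmsn2Δmsn4, 14.6% of the WT mean and more than 2 SD below it. By the WT course of the same set alone this is 12.8%. When the mRNA lost to decay at the shared degradation rate is added back, it is 46.8% of WT. The mean level of HSP12 at 30 to 60 min against that at 5 to 15 min was lower than in WT (difference −0.56 on the log2 scale) without passing limma's test (adjusted p = 0.118). HXK1, the hexokinase I gene, did pass (−1.94, adjusted p = 1.9e-05 from limma), as did ALD6, CWP1 and UGP1, genes of an aldehyde dehydrogenase, a cell wall protein and the enzyme that makes UDP-glucose (−1.26, −1.26 and −1.01). These were the only 4 genes called lower, with 4 called higher (201 lower at an unadjusted p under 0.05). More genes were lower without the second WT course. HXK1 had a higher mean level over 60 min in Δmsn5 (2207 PPM) than in WT (1677 ± 535, SD, n = 3). Its difference therefore does not by itself show a low late level. CWP1 was Msn2/4-independent by the bound on the log2 ratio (0.04 in Δmsn2Δmsn4). ALD6 fell from the early to the late times in WT too (−1.18 on the log2 scale).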

We observe the same pattern in all Msn2/4‐dependent genes (Figs 5C and EV5C).

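Late-onset genes of Δmsn5 had a mean production at 30 min of 23.6% of each gene's highest WT level against 28.5% ± 9.34 (SD, n = 3) in WT, or 82.8% of WT. Of the 66 late-onset genes with a WT mean above 0, 22 made less than 50% of it. For the early-onset genes it was 8.85% against 8.81% ± 6.07, but the median gene of this group made 0% in Δmsn5 and 10.2% in WT, and 35 of 67 made none beyond Δmsn2Δmsn4 (14 with decay added back). Of the 203 Msn2/4-dependent genes, 128 lay below the WT mean at 30 min, 65 below every WT course and 35 above every WT course. Of the 180 with a WT mean above 0, 84 made less than 50% of it, and the median gene made 58.6%. With decay added back at the HSP12 rate for every gene, the median over 194 genes was 80.9%. HSP12 lay below that median. Before KCl was added, the STRE targets of Δmsn5 already had a median above WT, and a high early level by itself lowers a late share. The STRE targets had a smaller late share than in WT as a group (median difference −0.49, 1 of 37 lower, 12 when adjusted over the list alone), with adjusted p = 1.0e-08 by limma's camera and adjusted p = 0.635 or higher with an estimated correlation.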

Together, these results show that in the initial response stage, the transcriptional potential of Msn2/4 in Δmsn5 strain is similar to (or even higher than) WT strain, which is consistent with Msn2/4 availability in the nucleus. However, given the inactivity of nuclear Msn2 later in the response in Δmsn5 strain, we deduce that nuclear export (in an Msn5‐dependent manner) is necessary for the induction of another productive transcriptional activation wave.

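In the early part of the response, the early-onset genes of Δmsn5 made 25.1% of their highest WT level at 10 min against 20.8% ± 6.17 (SD, n = 3) in WT, 121% of WT. In the WT course of the same set alone, the same genes made 27.8%, so the side of WT on which Δmsn5 lies turns with the WT course. With the 73 early-onset genes redrawn against that course, the share was 76.3%. RTC3 and NCE102, a stress protein gene and an eisosome gene, had log2 ratios to WT of 0.03 and −0.06 over the 60 min, and TPS1, the trehalose synthase gene, −0.58. The median log2 fold change was −0.04 for the early, −0.13 for the middle and 0.11 for the late group. From the similar early production and the weaker late production in a strain whose Msn2 stays nuclear, the paper deduces that export by Msn5 is needed for a further wave of transcription.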

### Two separate response phases with different behavior and regulation of Msn2/4 activity

Summarizing our results, we observe two distinct phases of Msn2/4 activity during stress response. An initial acute activity followed by secondary longer response (Fig 5D). The results above suggest that there are different mechanisms involved in these two phases. During the initiation phase, there is a long pulse of Msn2 nuclear import which is highly synchronized between cells. Following this initial burst of Msn2 import cells enter the “progression phase”, involving asynchronous periodic oscillations of nuclear Msn2 (Fig 5A lower panel, Fig EV5B).

In the initiation phase, activation of Msn2/4 includes PKA‐dependent nuclear import. However, this activation clearly also occurs in the presence of high pre‐stress Msn2/4 nuclear levels (as in the Δmsn5 strain). Although it is possible that the transcriptional activity in Δmsn5 strain is driven by residual Msn2/4 in the cytoplasm imported into the nucleus, this is unlikely given the magnitude of the early activity being similar or stronger than in WT (Fig 5C). This suggests that the activation of nuclear Msn2/4 can be mediated by a nuclear factor independently of nuclear import. 

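Of the 203 Msn2/4-dependent genes, 77 made more mRNA at 10 min in Δmsn5 than in every WT course, among them members of all 3 onset groups, and 44 made less than in every WT course. In the early, middle and late groups, 20, 29 and 28 genes lay above every WT course and 18, 17 and 9 below. A single course can lie above or below 3 others without any change, and these counts were not tested against that. The median gene made 111% of the WT mean. In the late-onset group the mean production was 7.13% of the highest WT level against 2.67% ± 1.34 (SD, n = 3) in WT. The WT course of the same set made 4.19%. The median late-onset gene made 6.66% in Δmsn5 and 3.95% in WT.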

The most likely candidate is the MAPK Hog1, which is activated and imported to the nucleus upon stress (Ferrigno *et al*, 1998) and activates Msn2/4 (Rep *et al*, 2000; Capaldi *et al*, 2008; Gutin *et al*, 2015). Consistent with this logic, Δhog1 is epistatic over Δmsn5 in production rate, but Δmsn5 is epistatic over Δhog1 in response duration (Fig 3E and F).

The progression phase requires additional mechanisms. The short pulses of Msn2 nuclear localization are consistent with the pulsatile Msn2/4 localization documented in other conditions (Jacquet *et al*, 2003; Garmendia‐Torres *et al*, 2007; Hao & O'Shea, 2011; Petrenko *et al*, 2013). The observations of shorter response and nuclear localization in Δmck1, the shorter period of activity of Msn2/4 in Δmsn5, and the epistasis of Δmsn5 over Δmck1 suggest the progression requires (i) nuclear export and (ii) re‐import partially by Mck1 activity.

The emerging picture is that at the end of the initiation phase, one or more mechanisms deactivate Msn2/4. Once nuclear activators of Msn2/4 (e.g., Hog1) are deactivated and repressors of Msn2/4 (e.g., PKA) are activated, we observe a sharp drop in Msn2/4‐dependent transcription. Studies of Msn2/4 localization results, including ours, suggest that in WT inactivation of Msn2/4 results in rapid nuclear export. In Δmsn5, where export is blocked, Msn2/4 are accumulated within the nucleus in an inactive form, degraded over time (Durchschlag *et al*, 2004), or both. The observations of a gradual decline in transcriptional activity in Δmsn5 suggest that these potential mechanisms are decoupled from nuclear export. However, we cannot rule out a scenario where targeting Msn2/4 for nuclear export involves blocking its transcriptional capacity, resulting in nuclear inactive Msn2/4 (Boy‐Marcotte *et al*, 2006) that cannot be exported in the absence of Msn5.

How is Mck1 involved in extending Msn2/4 activity? Is this a direct or indirect effect? An earlier study (Hirata *et al*, 2003) has shown that stress‐induced changes in Msn2 phosphorylation state do not require Mck1 (nor its paralogs). Moreover, using Co‐IP these authors did not detect physical interactions between Msn2 and Mck1, either before or after stress induction. These observations indicate that this is more likely an indirect effect.

Assuming that this indirect effect, what are the potential mechanisms of activity? The results above suggest that this activity targets cytoplasmic Msn2/4. Without Mck1, Msn2/4 is not re‐imported to the nucleus after the first nuclear phase. One possible mechanism is through the global cellular state. Mck1 might be required for maintaining the “stress” state of the cell. When it is missing, the cell resets the “stress” state more quickly and shuts down pathways that activate Msn2/4 and re‐import it to the nucleus. Alternatively, Mck1 might influence activators (e.g., HOG pathway) or repressors (e.g., PKA pathway) of Msn2/4. Indeed, there are several connections between Mck1 and PKA pathway: Mck1 is involved in localization of Bcy1, a regulatory subunit of PKA (Griffioen *et al*, 2003); and Mck1 was shown to repress Tpk1, one of the three PKA kinases, activity (Rayner *et al*, 2002). The effect of Mck1 activity enables the licensing of Msn2/4 for repeated nuclear import and activation at later stages of the stress response. The study of these alternative hypotheses is beyond the scope of this paper.

## Discussion

Our starting question was how cells tune response levels to stress severity. Characterizing the response dynamics to osmotic stress in budding yeast, we observe differences in dynamic response profiles to varying levels of osmotic stress (Fig 1). In low‐mid stress levels, the production rate increases with more severe stress. At levels above 0.4 M KCl, the production rate is roughly constant, and the production rate increases with the stress severity. To understand what mechanisms are involved in this phenomenon, we used a genetic approach. We evaluated the dynamics of a fluorescent reporter induction in 68 single‐mutant and ~1,600 double‐mutant strains. We validated the main findings by detailed mRNA‐seq time course in 16 mutant strains and time‐lapse microscopy in 96 mutant strains. Our analysis of this dataset reconfirmed multiple observations made in previous studies and uncovered new insights on additional modes of action of these pathways.

### Parametric representation of response dynamics

Our strategy for analyzing multiple time‐course experiments is based on extracting few parameters that capture the salient features of the response dynamics. Our parametric model is based on a simplified description of transient response and has few free parameters. This choice was based in part on the nature of our measurements, where we had to strike a balance between the number of observations per strain and the number of assayed strains. In addition, we also observed that this simple model captured response dynamics in experiments with denser temporal resolution (Fig 1).

This parametric representation enabled integration of results from multiple experiments, including ones with different temporal resolution. Moreover, it allowed us to compare results from different experimental assays (flow cytometry, live‐cell microscopy, and mRNA sequencing).

The parameters of the model correspond to the basic underlying biological determinants of the response—the time of response onset, the rate of transcription/translation, and the end of the response. While these determinants can involve many parts of the system (e.g., sensing, signaling, nuclear import, chromatin remodeling, and transcription initiation), the coarse resolution allowed us to match the general features with our limited observations. The decomposition along these categories allowed us to zoom in on different types of regulatory mechanisms that modulate the response.

### Decoupled regulation of time and rate parameters

Examining the effects of multiple conditions and genetic perturbations showed that many of these involved either duration of response or production rate. This (partial) decoupling further supports the choice of parameterization. Some of the pathways that affect one parameter only are expected. For example, the MAPK signaling pathway (Pbs2, Hog1) affects production rate. This pathway is involved in amplifying the activity of Msn2/4 and removing repressors of the response (e.g., Sko1) (Proft & Struhl, 2002; Capaldi *et al*, 2008; Gutin *et al*, 2015). Another example is the cAMP phosphodiesterase (Pde1, Pde2) affecting response duration. The removal of these enzymes changes the rate of cAMP clearance (Ma *et al*, 1999), affecting the global timing of cellular decisions. An additional example is *GAL11* gene deletion, reducing transcription rate. Most likely this effect is at the promoter level: Gal11 is a component of the Mediator complex (Li *et al*, 1995) and has been shown to be on the Msn2‐Mediator interface (Lallet *et al*, 2006; Sadeh *et al*, 2012). Thus, we assume that the absence of Gal11 affects the efficiency of establishing pre‐initiation polymerase complex.

Some of the other results are more surprising. For example, mutations in elongator complex (Elp4, Elp6) and chromatin factors (Eaf7, Gcn5) also affect response duration. Their activity might be related to eviction of Msn2/4 from promoters, or change the global state of the cell. Another example is the *UMP1* gene, encoding for a chaperon involved in proteasome maturation, whose deletion reduces production rate. This factor was previously found to affect the nuclear degradation of Msn2, although under different conditions (Erkina *et al*, 2008; Sadeh *et al*, 2011). However, the observed effect might be due to complex indirect effects of proteasome imbalance. These observations require further scrutiny to be properly validated and understood.

### Finer analysis of genetic interactions

We reproduced an earlier double‐mutant screen (Gutin *et al*, 2015), by assaying not only the end effect but also the response dynamics (Fig 3). Our analysis demonstrates the utility of this multi‐dimensional phenotype. In particular, we are able to detect epistatic interactions that were obscured when focusing only on total response. Moreover, the epistatic interactions of specific phenotypes provided insights as to the source of interactions, thus simplifying the mechanisms that drive seemingly complex genetic interactions. Additionally, we were able to detect hundreds of epistatic relationships that were not detected in earlier analysis.

These epistatic interactions suggest pathway structure and potential underlying mechanisms. We explored a few of these here in detail. However, many of the others merit further exploration (Dataset EV2).

### Regulatory programs involved in establishing and extending the transient response to acute stress

Our results uncovered roles of Mck1 and Msn5 in modulating Msn2/4 activity. We observe two phases of Msn2/4 activity—an initial, acute, and synchronized phase followed by an extended progression phase which is necessary for induction of late responding genes. As we show, neither Mck1 nor Msn5 is necessary for the initial phase of Msn2/4 activity. However, export of Msn2/4 out of the nucleus by Msn5 and “licensing” of additional cycles of nuclear import, in an Mck1‐dependent manner, are necessary for the second phase.

Earlier work dissected how different promoters respond to different regimes of Msn2 nuclear localization (Hansen & O'Shea, 2013, 2015). In particular, they suggest that some promoters are insensitive to short nuclear pulses and require an extended pulse for activation. Other promoters are more sensitive to the total amount of Msn2 in the nucleus, regardless of the dynamics of the pulses. Here, we observe a composition of two regimes, extended pulse followed by rapid succession of short pulses. Such a composition can attenuate the response of promoters, as we observe when we perturb the second phase (Fig 4). These observations raise the question of what regulatory strategies can be achieved by such compositions and whether they allow finer tuned regulation that can be achieved by single‐phase response.

This multi‐phase response provides a partial answer to some of the questions we set out to answer. When a cell is subjected to acute change in the environment, it has to respond quickly, hence the need for an acute response in a short time frame. Such a response, however, cannot be calibrated to the intensity of the environmental insult. Indeed, the initial phase of Msn2/4 activation is a binary switch. Such an “all or nothing” response has a price: stress response halts cell cycle progression and cellular growth, and furthermore, it incurs heavy cost in production of stress‐related proteins (Brauer *et al*, 2008; López‐Maury *et al*, 2008; de Nadal *et al*, 2011). Thus, the early termination of the acute phase, well before the maturation of proteins expressed during this phase, limits the extent of the response. During this initial response interval, other cellular pathways can sense the extent of the insult and determine whether to prolong the response. These decisions determine the duration of the second phase. Indeed, this second phase is much more variable among cells, which can be related to other global aspects of the cell, such as its size or stage in the cell cycle, that influence the decision between extending the response or resuming growth. This flexibility increases the fitness of the population, as it avoids the costs incurred by “one size fits all” response which can be insufficient for some cells, and too much for others. Further scrutiny is needed to identify the mechanisms involved in these decisions, what are their inputs, and how do they integrate them.

## Materials and Methods

### Yeast strains

Yeast strains used in this study are listed in Table EV1. The Hsp12‐GFP fusion strain was generated by genomic integration of PCR fragment amplified from Hsp12‐GFP strain from the yeast GFP collection (Huh *et al*, 2003) to the query strain YMS140α. All single‐ and double‐mutant strains (Figs 1, 2, 3, 4) were adapted from Gutin *et al* (2015). Single‐mutant strains used for Msn2 localization analysis (Fig 5) were generated by replacing the original ORFs in BY4741 strain with *URA3* marker followed by transformation of the centromeric plasmid containing the *MSN2‐GFP* fusion under the control of a constitutive *ADH1* promoter and a *LEU2* marker (Görner *et al*, 1998). As a proxy for WT, that underwent the same genetic manipulation and has the same marker genes, we used Δhis3, which deletes a gene that is inactivated in the parent strain.

### FACS measurement of reporter gene dynamics

Yeast strains expressing Hsp12‐GFP were grown in SC media at 30°C with constant shaking to OD < 1. In the single‐mutant and double‐mutant screens (Figs 2 and 3), cells were grown to mid‐log in 96‐well plates using a custom‐designed robotic growth protocol (Gutin *et al*, 2015). At the beginning of the experiment, the cultures were mixed with SC + KCl (1.6/3.2 M) to reach the desired final KCl concentration and transferred to 96‐well plates.

All plates were analyzed by high‐throughput flow cytometry (BD FACSCalibur with CyTek upgrade) using the HyperCyt automated sampler (IntelliCyt). The plates were sampled in 6 time points with intervals of 18 min. The data of each plate were partitioned into individual wells and gated to remove dead cells, cell debris, and other non‐typical events as described before (Gutin *et al*, 2015). The median fluorescence of the cells was calculated and corrected for autofluorescence by subtracting the median value of a strain without GFP tag.

### Parametric decomposition of stress dynamics

We used a simplified kinetic model to represent the dynamics of a transient transcriptional response (Fig 1C). Briefly, the transcriptional window starts at *t*_on_ and ends at *t*_off_. During this time interval, there is transcription with a constant rate *α*. The mRNA molecules are degraded with an exponential degradation rate *β* and translated to protein molecules with a constant rate. We assume that the mRNA degradation rate is constant between the different conditions and mutants. See Weiner *et al* (2012) for further details.

The computer code for extracting the parameters is provided as Computer Code EV1. To find the best set of parameters for each time course, we used MATLAB function “fmincon” using the “active‐set” optimization algorithm. For each parameter, the median value over 2–3 biological repeats (Fig EV3A) was taken for further analysis.

### RNA‐seq and analysis

#### Growth and fixation

Yeast strains were grown in SC media at 30°C with constant shaking to OD < 1. Cells were then exposed to osmotic stress (final concentration of 0.4 M KCl) and fixed in cold methanol (−80°C) at 0, 5, 10, 15, 20, 30, 45, and 60 min after stress addition.

#### RNA purification

RNA was purified using a high‐throughput RNA isolation protocol (Dye *et al*, 2005). Briefly, cells were washed in ddw and incubated with Proteinase K (Epicentre MPRK092) and 1% SDS at 70°C to release the RNA. Cell debris was precipitated by centrifugation in the presence of KOAc precipitation solution. Finally, the RNA was purified from the supernatant using nucleic acid binding plates (UNIFILTER plates, catalog #7700‐2810) and was stored with RNAse inhibitor (Murine #M0314L) at −80°C.

#### 3′‐RNA library preparation

RNA libraries were prepared as previously described (Klein‐Brill *et al*, 2019). Briefly, RNA was reverse‐transcribed using SmartScribe enzyme (TaKaRa) and in the presence of oligo‐dT RT primers with a 7 bp barcode and a 8 bp UMI (a gift from Ido Amit). Barcoded samples were then pooled and purified using SPRI beads X1.2 (AMPure XP). DNA–RNA molecules were tagmented using Tn5 transposase (loaded with oligo Tn5MEDS‐A) and 0.2% SDS was used to strip off the Tn5 from the DNA (Picelli *et al*, 2014) followed by a SPRI X2 cleanup. NGS sequences were added to the tagmented DNA by PCR (KAPA HiFi HotStart ReadyMix 2X‐KAPA 33 Biosystems KM2605, 12 cycles). Finally, DNA was purified using double SPRI (X0.65 SPRI to clean large fragments followed by X0.8 SPRI beads).

### Sequencing and analysis

The library was paired‐end sequenced using Illumina NextSeq‐500 sequencer. Reads were mapped to the yeast genome (sacCer3) using bowtie2 with default parameters. Duplicated reads were filtered using UMI, to remove PCR bias. 

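A window of 350 bp before and 200 bp after the end of a gene can hold reads of other genes. Whether reads of close paralogs, such as the hexose transporter genes HXT6 and HXT7, were mixed was not tested. At TOR1 the window reaches YAE1, which faces it on the other strand. The table gives no strand and no coordinates.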

To estimate the expression level of each gene, we counted the number of reads that mapped to the 3′ end of the gene (from 350 bp upstream to 200 bp downstream of TTS). The read counts in each sample were normalized to PPM (divided by the total number of reads and multiplied by 10^6^).

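Deposited values in a library are whole multiples of a step of 0.679 to 18.1 PPM, the worth of 1 read, to within 0.02 of a read for 99.88% of the values in the library with the lowest share. Rows with no annotated gene of R64 hold a median of 1.76% of a library's reads and at most 2.66%. In the library of Δmck1 at 0 min 1 read is worth 18.1 PPM, so values under that level are 0 there.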

### Msn2/4‐dependent production

We calculated the difference in RNA levels between each two consecutive time points in each strain. This value approximates the amount of RNA produced during this interval (Fig EV4A). 

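The rise between time points leaves out mRNA that decayed in between. With HSP12 decaying at the shared rate, the loss would be added to every interval, and the shares of WT were computed with it as well. This rate was fitted to HSP12 alone and used for every gene, whose own decay was not estimated. Of the 8 shares in Δmck1 and Δmsn5 (HSP12 at 10 and 30 min, early genes at 10 min and late genes at 30 min), 7 moved by less than 1 SD over the WT courses.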

Then, the difference profile of Δmsn2Δmsn4 was subtracted from the difference profile of the strain of interest (Δmck1, Δmsn5, WT), to capture an upper limit on the contribution of Msn2/4‐dependent transcription in this strain. In the WT strain, this upper limit is by definition the Msn2/4‐dependent contribution. On the background of other deletions, there might be synergistic effects between Msn2/4 and the deleted genes. However, when there is epistasis of Msn2/4 over the deleted gene, the quantity we report is the precise Msn2/4‐dependent contribution.

### Time‐lapse microscopy

For Hsp12‐GFP accumulation analysis, mutant strains were grown in 96‐well plates using the robotic growth protocol (Gutin *et al*, 2015). For Msn2‐GFP localization experiment, the strains were grown in SC media at 30°C with constant shaking to OD < 1. The cells were then transferred to glass‐bottom plate (384 format, Matrical Biosciences) coated with concanavalin A. The cells were left to descend to the bottom of the plate for 25 min and then gently washed to remove cells not attached to the glass. The media was replaced to SC + 0.4 M KCl at the beginning of the measurements. Time‐lapse microscopy of the cells in bright field and GFP channels was taken using a scan‐R high‐content screening microscope (Olympus).

Image analysis was done using in‐lab developed MATLAB program. Briefly, cell borders were identified using the bright field images. Cells in consecutive images were paired based on a reciprocal closest hit procedure. Cells that were traced throughout the whole time course were used in further analysis. For Hsp12‐GFP accumulation analysis, average GFP levels were calculated for every cell and time point. For Msn2‐GFP localization experiment, cells were tested for nuclear localization of the GFP reporter. Briefly, potential nuclei were found using object detection on the GFP channel within the cell borders, and filtered based on the ratio between the cell and the nucleus size.

### Epistasis analysis

We tested for epistasis interactions in the following parameters: total GFP produced, production rate, and response duration. Briefly, an epistasis interaction was called when the combination of two mutants with different effects on the parameter resembled the effect of one of the individual mutants. The test was performed as described previously in Gutin *et al* (2015).

## Author contributions

Conceptualization: JG and NF; Methodology and Investigation: JG and NF; Software and Formal Analysis: JG; Resources: JG, DJ‐S, ES and AS; Writing and Visualization: NF and JG; and Supervision and Funding Acquisition: NF.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Dataset EV1

Dataset EV2

Dataset EV3

Movie EV1

Code EV1

Review Process File

## Data Availability

The datasets produced in this study are available in the following databases: RNA‐seq data: Gene Expression Omnibus GSE127851 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127851). Code for data analysis : Computer Code EV1.

# Supplementary material for: Genetic screen of the yeast environmental stress response dynamics uncovers distinct regulatory phases
**Source:** Mol Syst Biol. 2019 Aug 27;15(8):e8939. doi: 10.15252/msb.20198939
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

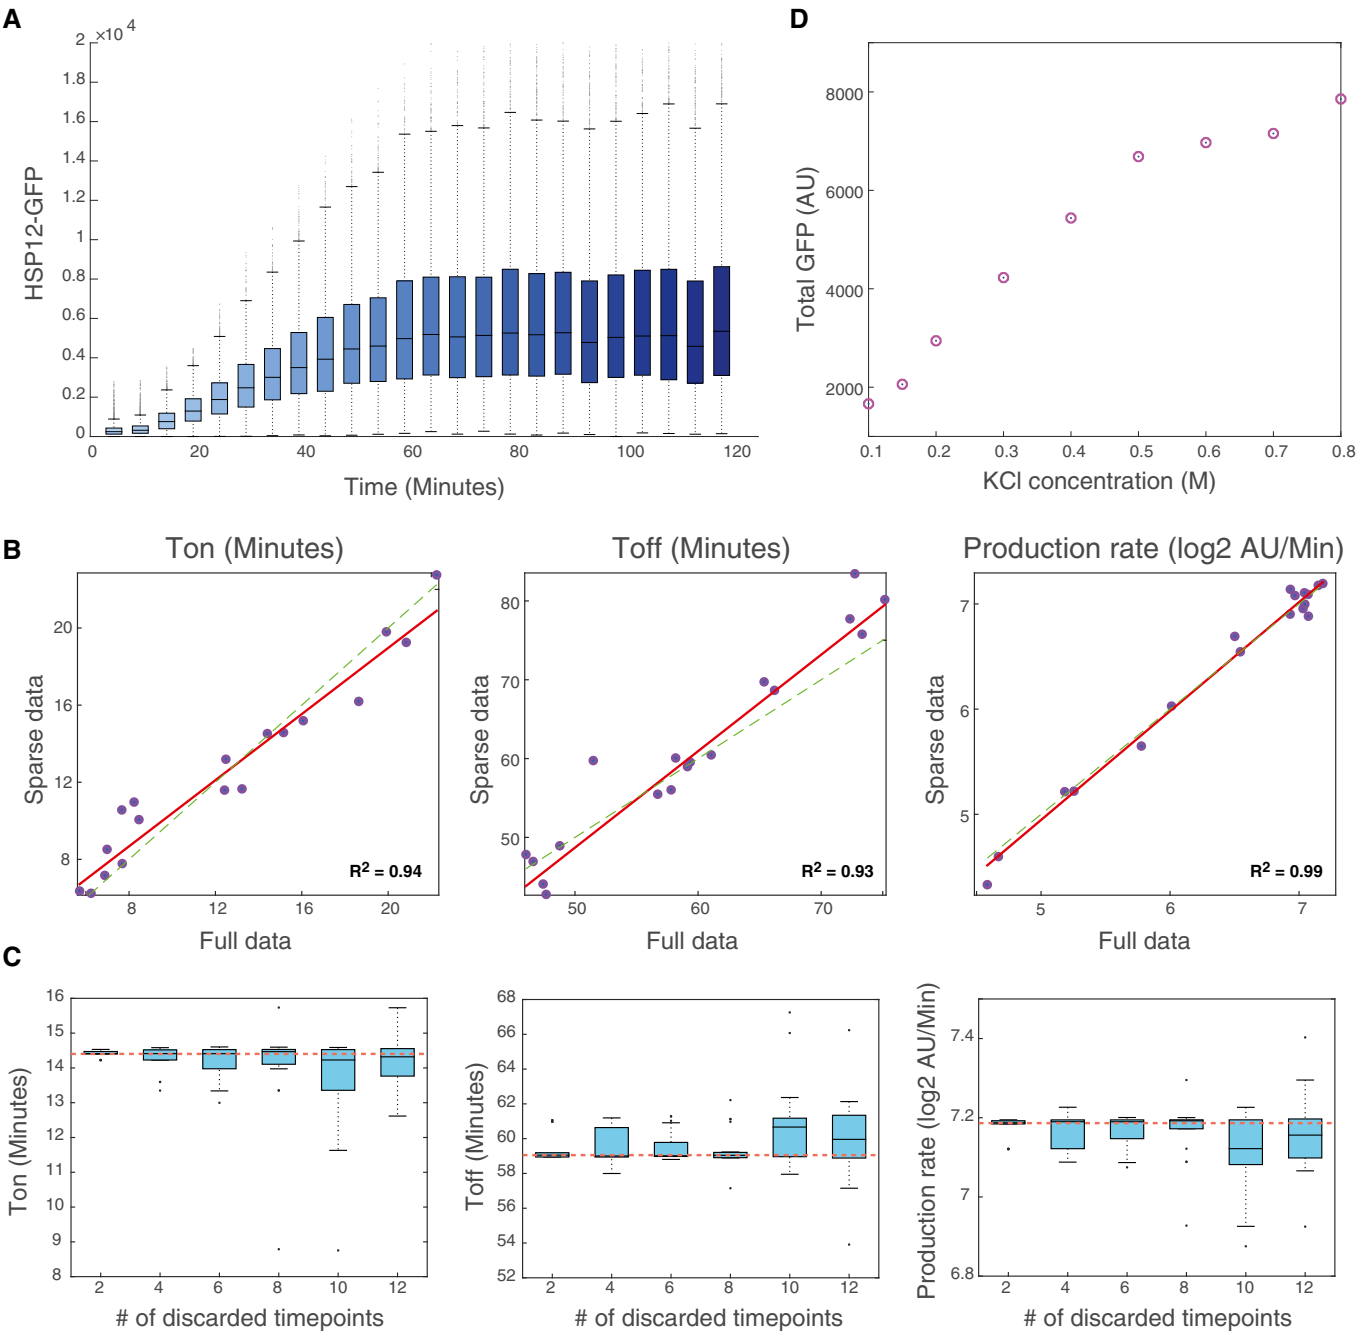

Figure EV1.

Figure EV1. A parametric view of dynamic transcriptional response.

- A Response of HSP12-GFP to 0.4 M KCl on WT background. The x-axis show the time after introduction of KCl and the y-axis show the GFP levels (AU). Boxplots show the distribution of values in the populations measured at each time point ($n > 2,500$ cells per time point). Middle line 50% percentile, box 25–75% percentiles, whiskers show ± 1.5 inter-quantile range (IQR, 75%–25% width) from box limits. Dots show outliers from the whisker range.
- B Effect of sparser time resolution on parameter estimation. For each of the time series in Fig 1A, we re-estimated the parameters using only 7 equally spaced time points (out of 24). X-axis—estimate using full data, Y-axis—estimate using sparse data. Each point represents an estimate for a specific time series.
- C Robustness of parameter estimates to different levels of sparsity. Using the time series of 0.4 M KCl (Fig 1A), we randomly removed a number (x -axis) of points from the data and re-estimated the parameters. The boxplots showing the estimates of the parameters in 20 independent repeats of the procedure (boxes as in A). The dashed red line shows the parameter estimate from full data. Note the narrow range of estimated values for each parameter.
- D Total GFP produced (y -axis) as a function of KCl concentration (x -axis) from the experiment shown in Fig 1A. The total GFP parameter was estimated as the maximum of the curve.

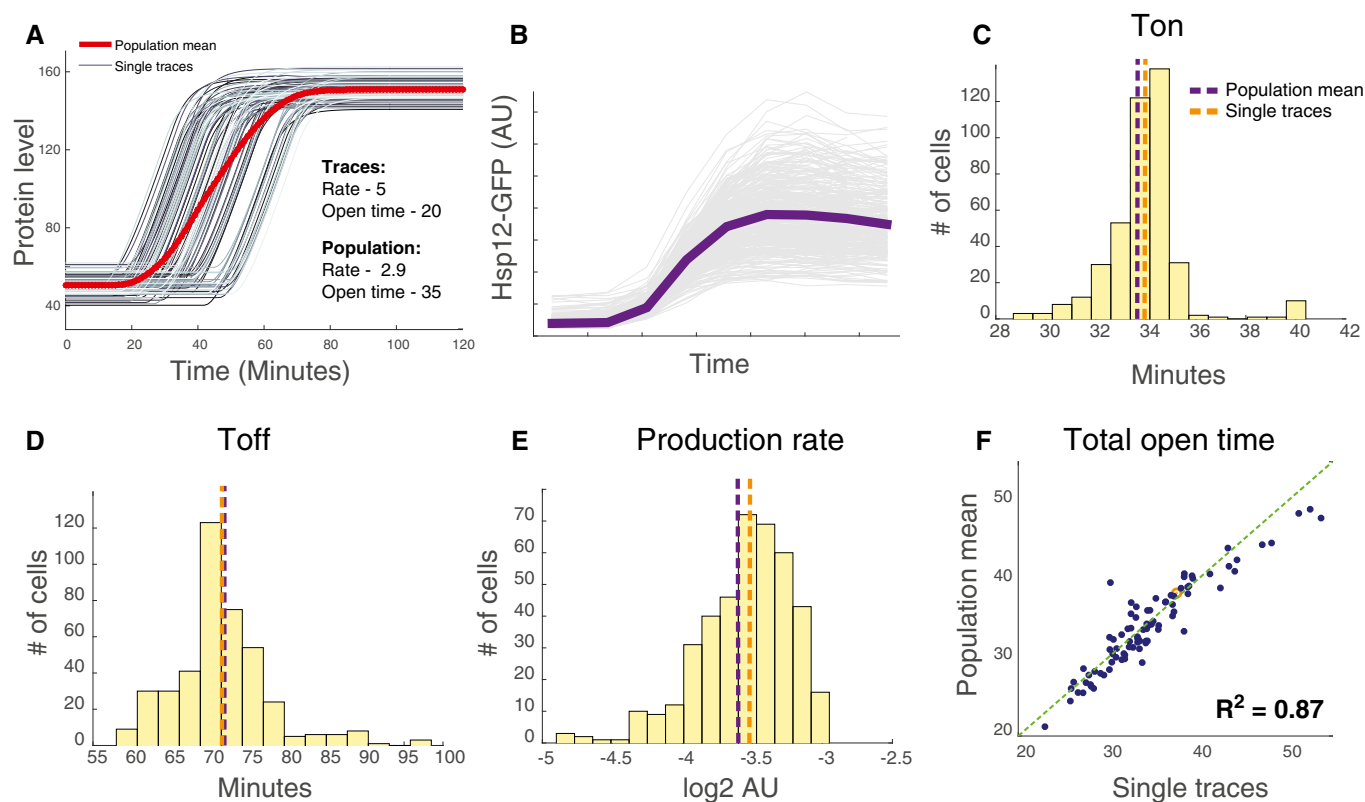**Figure EV2. Partially decoupled regulation of transcriptional dynamic parameters inferred from protein and RNA measurements.**

- A Illustration of a potential artifact of a parameter estimation from the population mean. Shown is the simulation of GFP induction in single cells with exactly the same production rate and total open time, but different onset times. The red line shows the mean of the population at each time point. The parameters estimated from the population curve are different from the parameters of the individual curve (inset).
- B Population mean of the individual traces shown in Fig 2H.
- C–E Histogram of the T_{on} parameter (C), the T_{off} parameter (D), and the production rate parameter (E) derived from individual traces (Fig 2H). The orange dashed line marks the mean of the histogram, and the purple line marks the value of the parameter estimated from the population mean (B).
- F Scatter plot showing the total open time estimated from single traces versus the total open time estimated from the population average. Each point represents a different yeast strain.

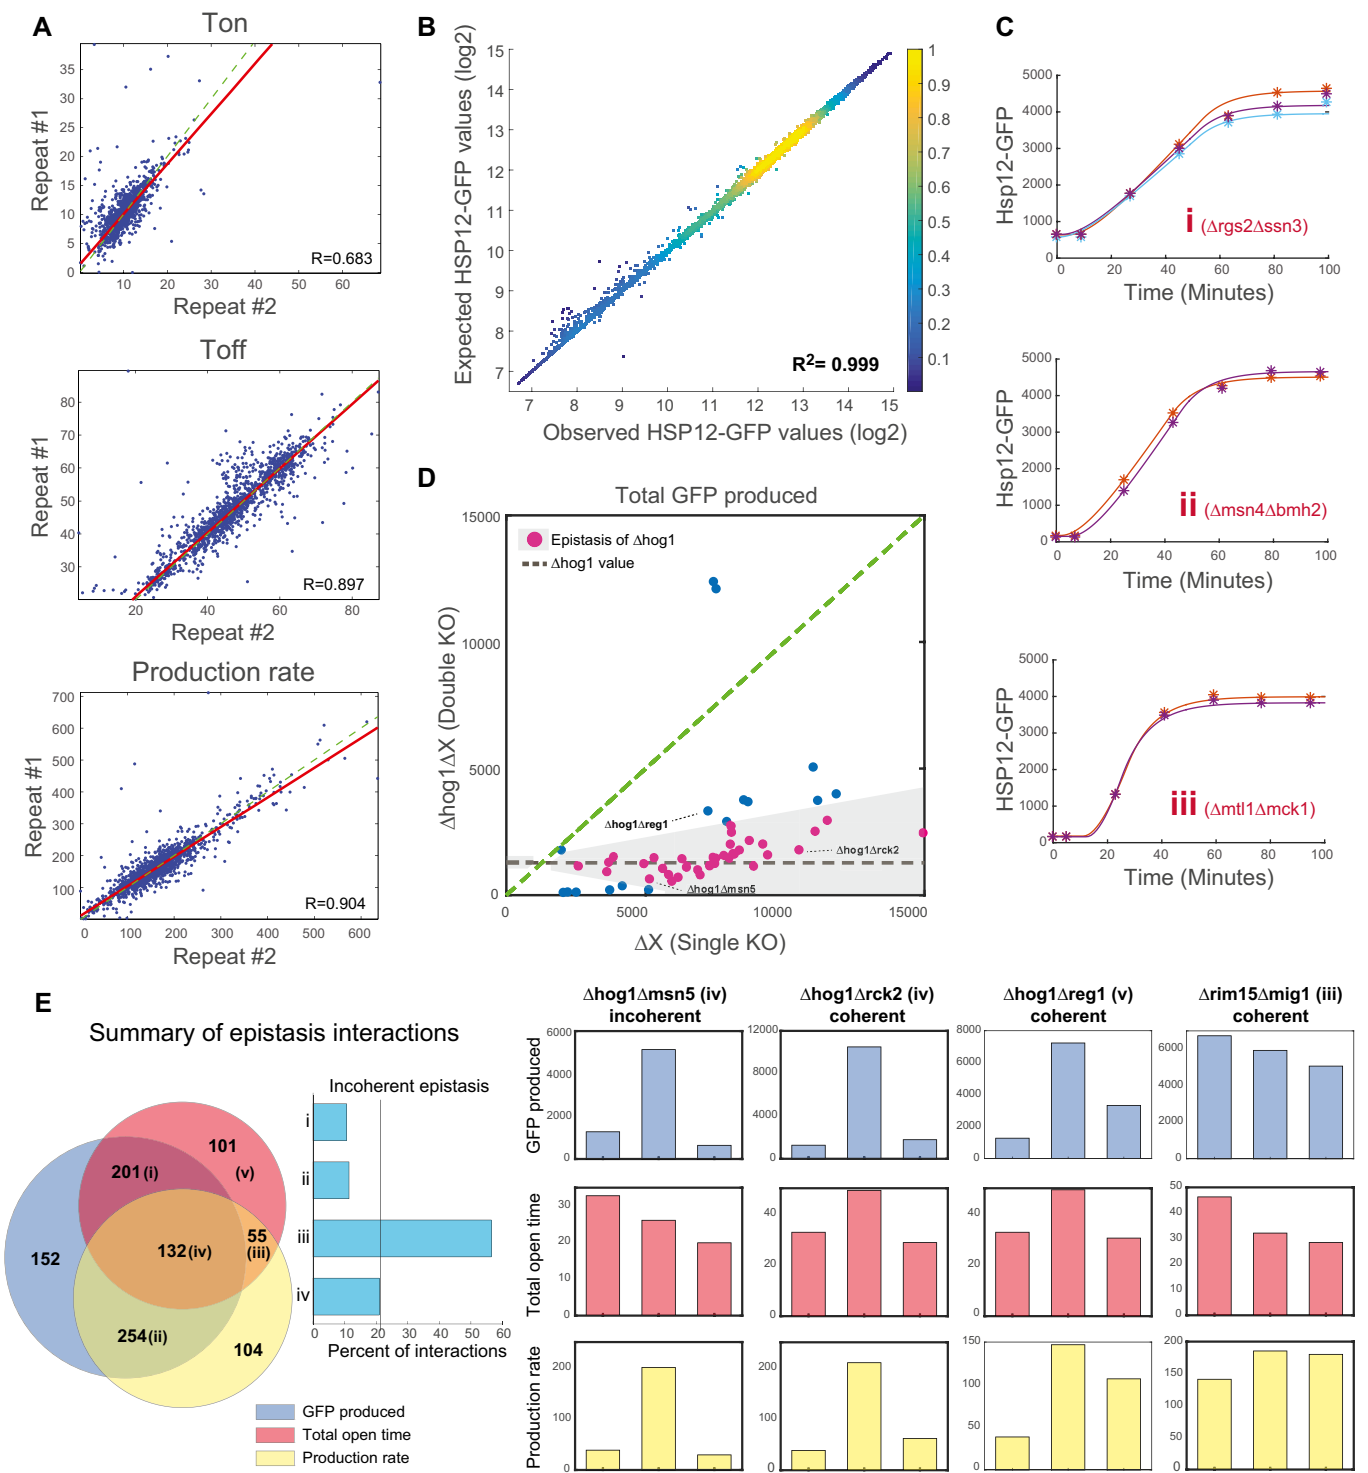

Figure EV3.

Figure EV3. Double-mutant screen for regulators of dynamic parameters.

- A Reproducibility of the parameter estimation from the double-mutant screen. Each point is a double-mutant strain. The xy-axis shows the results from two independent biological repeats.
- B For each data point collected in the screen (strain X time point X repeat), we plot the expected value according to the estimated parameters (y-axis) versus the actual value (x-axis).
- C Biological repeats of individual strains with the same total expression but different dynamics. As shown in Fig 3C.
- D Illustration of the interactions of Δhog1 in the total GFP parameter. Shown the total GFP of the single mutant (x-axis) versus the total GFP of the double mutant with Δhog1 (y-axis). The gray line marks the Hog1 single-mutant levels. Points close to the gray line are ones where the value of the double mutant is close to the value of Δhog1 and defined as epistasis of Δhog1 (pink dots).
- E Venn diagram comparing the number of epistatic pairs detected in various phenotypes (left). For all pairs of mutants with 2 or more types of epistatic interactions, we plotted the fraction of pairs with incoherent interactions—where Δx is epistatic in one parameter and Δy in the other (center). Examples of epistatic interactions in different regions of the venn diagram. For each pair, the values of the single mutants and the double mutant are shown for each parameter. The color of the bars matches the colors in the venn diagram. Epistatic cases are marked with bold border (right).

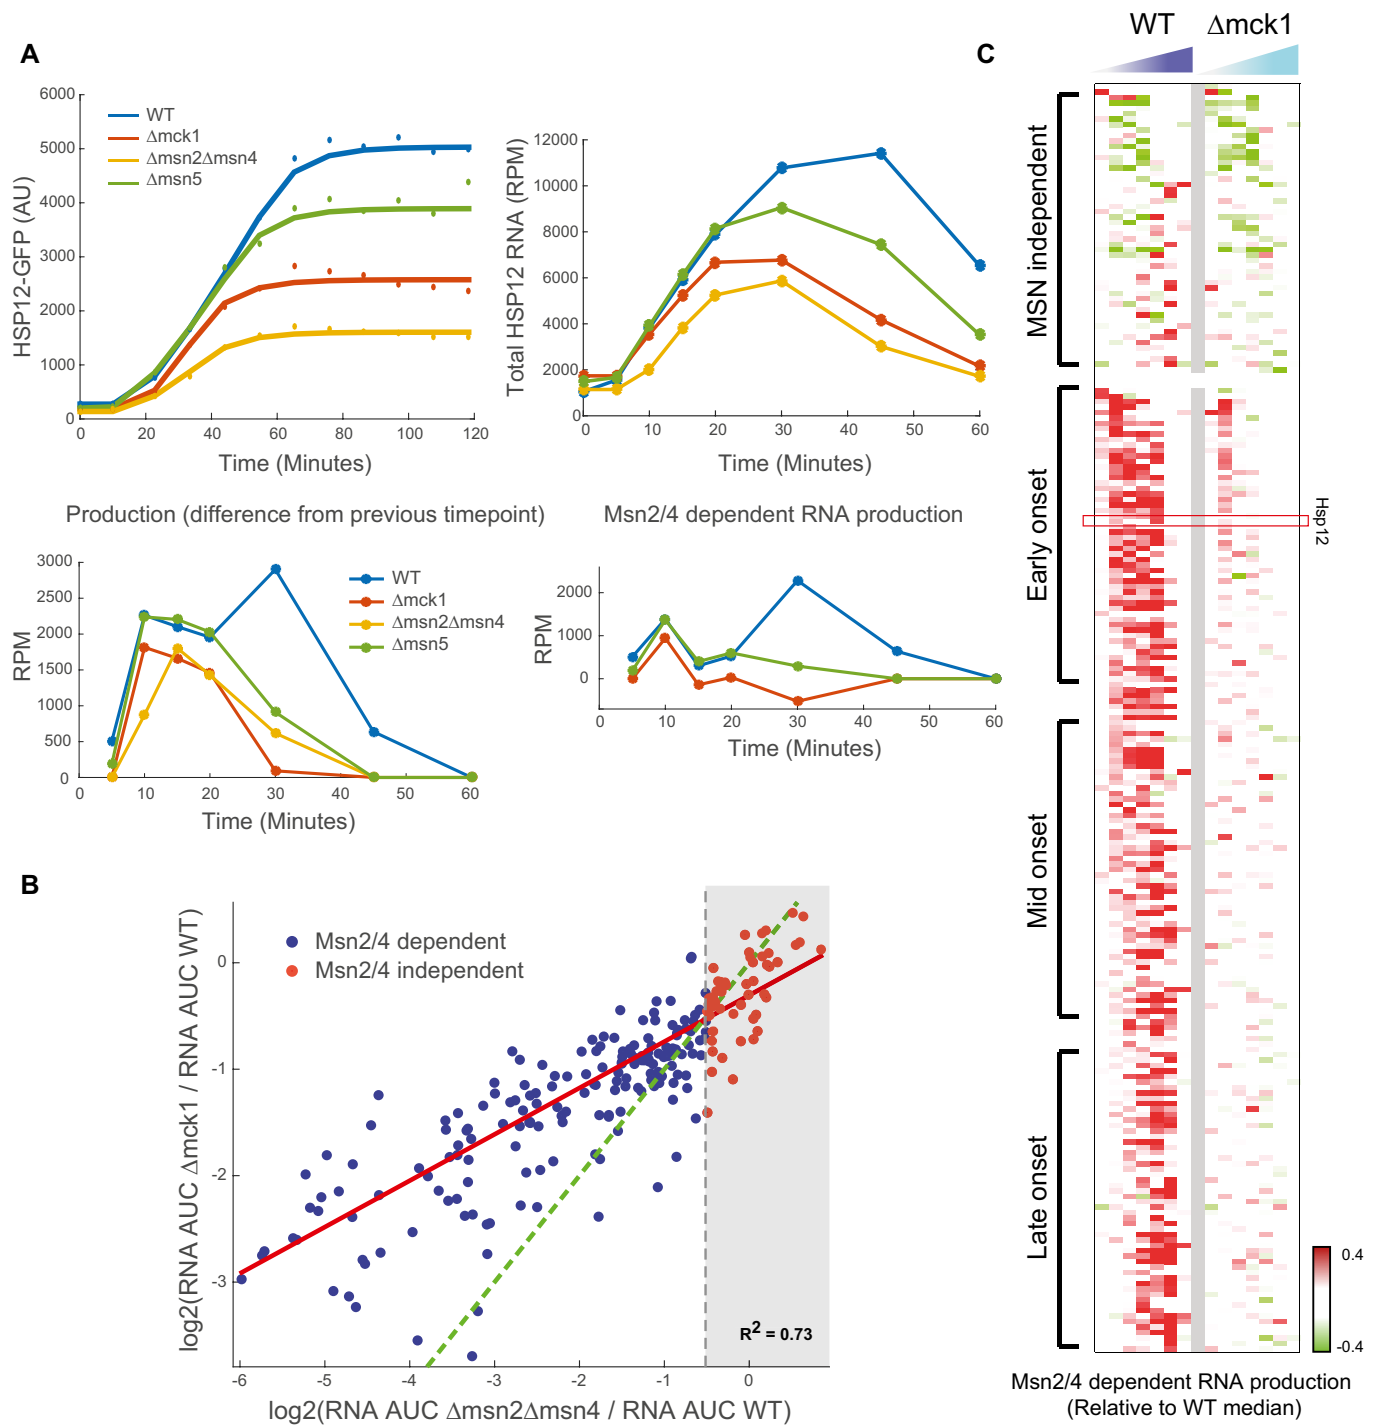

Figure EV4. MCK1 is necessary for secondary wave of Msn2/4 activity.

- A** Estimation of Msn2/4-dependent production of *HSP12* gene. Top left panel shows the normalized counts (PPM) of *HSP12* mRNA molecules in response to osmotic stress in these strains (as in Fig 4C). Bottom left panel shows the change in RNA from previous time point as a proxy for RNA production during that period. Bottom right panel is the difference of each curve in the middle panel from $\Delta msn2\Delta msn4$ production. This value captures excess production beyond Msn2/4-independent production and defined as Msn2/4-dependent production.
- B** The effect of $\Delta mck1$ on stress genes induction partially phenocopies the effect of $\Delta msn2\Delta msn4$. For each stress-induced gene, we estimated the change in observed RNA in $\Delta msn2\Delta msn4$ (x-axis) versus $\Delta mck1$ (y-axis) when compared to WT. Genes that had little or no effect (ratio to WT > -0.5) of $\Delta msn2\Delta msn4$ are marked in red and defined as Msn2/4 independent.
- C** Heatmap showing Msn2/4-dependent production of stress-responsive genes in WT and $\Delta mck1$ (in the same order as in Fig 4E).

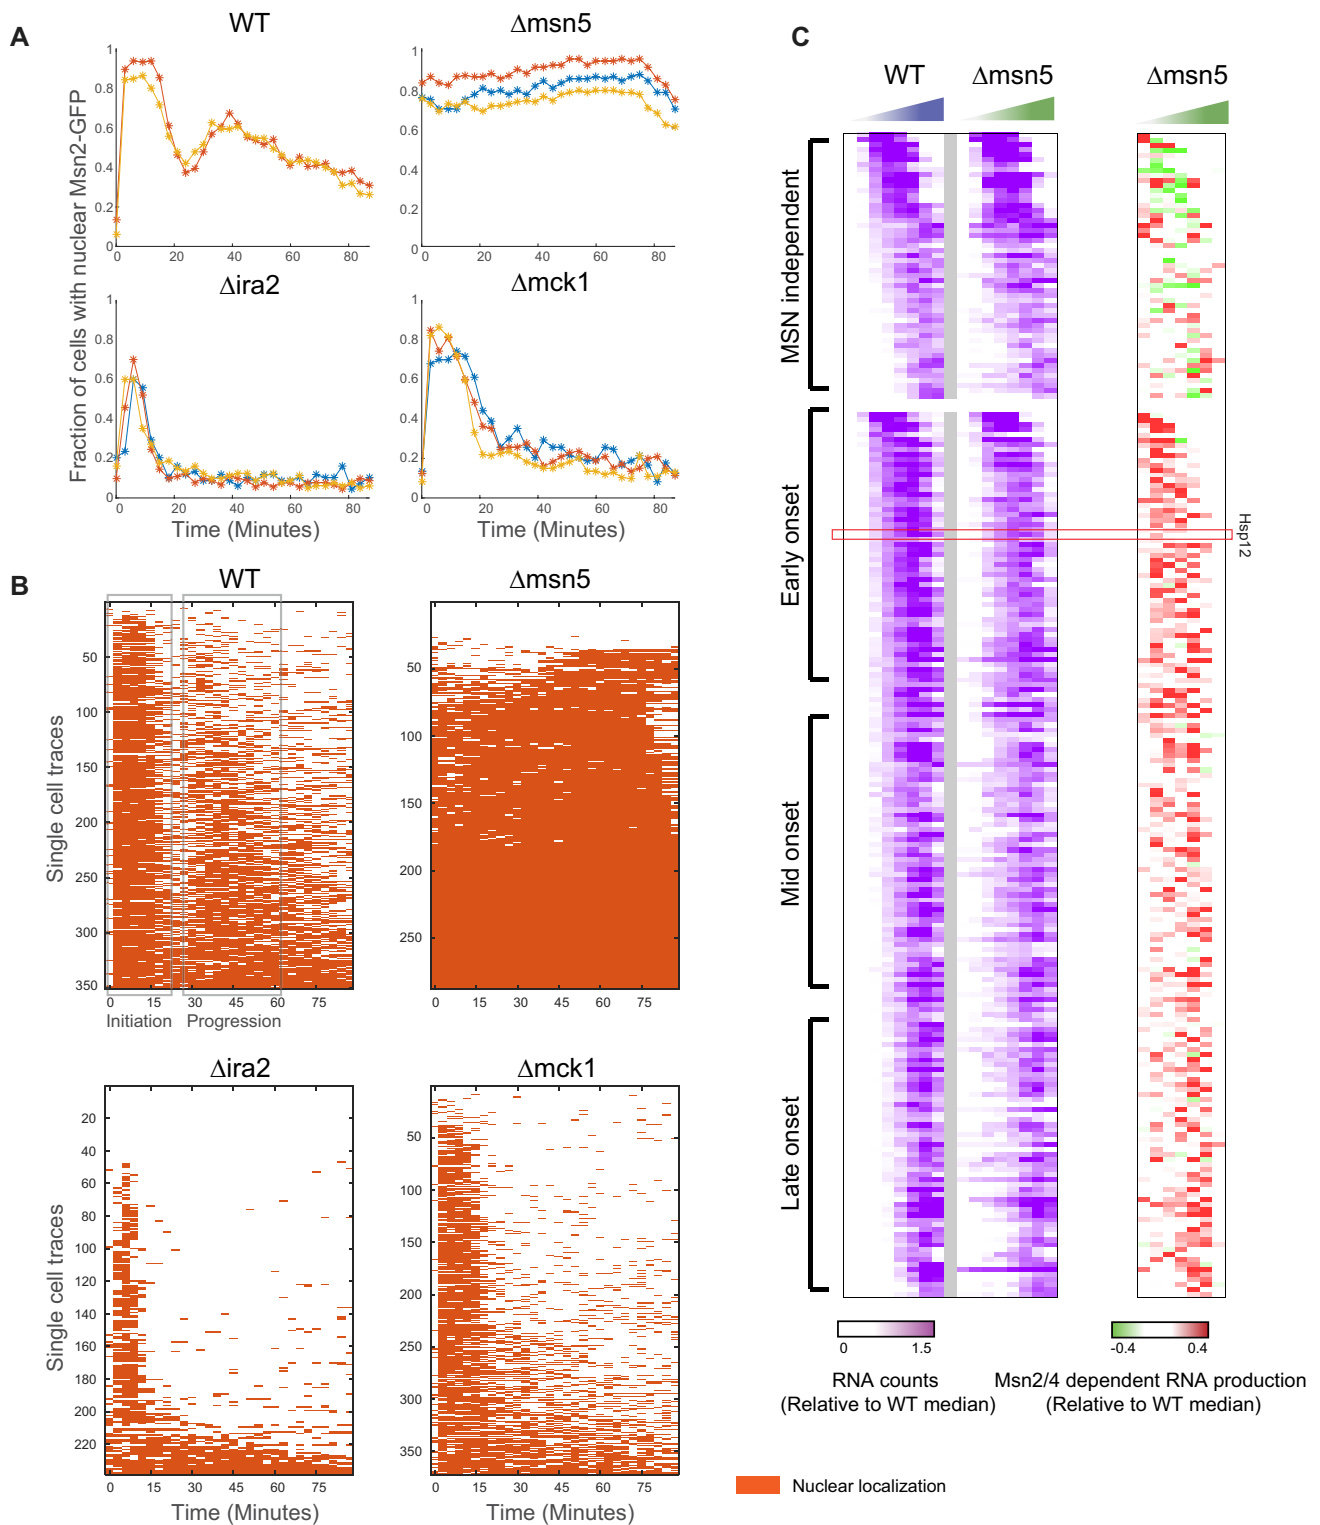

Figure EV5. Two regulatory phases in Msn2 response.

A Biological repeats of Msn2-GFP localization experiment (see Fig 5A).

B Localization pattern in individual cell traces. Each row shows the in (orange)/out (white) nuclear localization pattern of an individual cell as a function of time (x-axis) for the 4 strains.

C Same as Figs 4E and EV4C, for $\Delta msn5$ strain.

How the deposited data were processed for this re-analysis (not part of the article)

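The data are 3′ mRNA-seq libraries of budding yeast, 144 in all, from 18 time courses of 8 libraries each after the addition of 0.4 M KCl. They cover WT (3 courses), Δhog1 (2 courses) and 13 other strains with 1 course each. The authors demultiplexed the reads with bcl2fastq 2.17, mapped them with Bowtie2 to sacCer3, removed duplicates by a molecular identifier of 8 bp and counted reads in a window from 350 bp before to 200 bp after the end of each gene. They deposited 1 table of RPM values (called PPM there) for 6647 rows, with no further scaling between libraries, no replicates pooled and no coordinates. The version of Bowtie2 is given neither in the methods nor in the labels.

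Rows were matched by locus tag to the R64 reference annotation, and the 724 rows without a match were left out of the tests. Since a library's low values are whole multiples of what 1 read is worth, the number of reads was recovered for each library, at 55224 to 1473286 reads. The set medians were 317169, 444744 and 771920 reads in the course sets 1, 2 and 3. Intervals cover counting error only. Molecular identifiers were used by the authors, so reads stand for molecules as far as that step reached.

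WT times were compared with 0 min by limma with a trend on log2(PPM + 5), over genes with a mean of at least 10 PPM in the WT libraries, 5034 in number. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Strains were compared with WT on log2 of the trapezoid mean over 60 min plus 5, over 5117 genes, in a fit of all 18 courses with 3 residual degrees of freedom, and called at an adjusted p under 0.05 and a fold of at least 1.5. The same fit was used for the mean log2 level at 30, 45 and 60 min minus that at 5, 10 and 15 min. Adjusted p-values are Benjamini-Hochberg values from limma or, where named, from edgeR.

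The gene lists were written before the data were examined, together with the tests, the thresholds and the rule for named genes. They are STRE targets of Msn2/4, Hog1 osmostress genes, glycerol metabolism, trehalose and glycogen metabolism, chaperones, antioxidant defence, ribosomal proteins, ribosome biogenesis, pheromone response, glucose-repressed genes, cell cycle and histones, amino acid biosynthesis, mitochondrial respiration, genes of mating type a, genes of mating type α, the cAMP/PKA pathway and the genes deleted in the strains, 17 lists in all. The ribosomal proteins were taken by name, so that RPP1, a subunit of RNase P, is among them. Lists were tested with limma's camera at a preset correlation of 0.01 between genes. Genes named are HSP12, the deleted genes, the 8 largest rises and falls in WT at 30 min, the 8 largest falls and 5 largest rises in Δmck1, Δmsn2Δmsn4, Δmsn5 and Δhog1, up to 4 members of each list per comparison, and the 6 genes of each onset group with the highest WT level. Other genes were chosen after their values were seen, among them ZRT1 beside ZPS1, ALD6, CAN1 and the genes of mating type a beside it.

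Stress-induced genes had a log2 fold change of at least 2 at some time in WT and a mean of at least 20 PPM at the highest time. They were called independent of a regulator at a log2 ratio to WT above −0.5, as in the legend of Fig EV4B. The rule for onset was chosen here, as the time at which the WT mean first reached 50% of its maximum above 0 min, and the dependent genes were divided into an early, a middle and a late group. These groups were drawn from the same WT courses with which the strains were compared. Medians of groups were compared with 10000 random lists of the same size and expression. Shared controls were simulated 1000 times, with each gene and course drawn independently. The kinetic model was fitted by least squares on a grid of 0.25 min, after the model in the authors' code. Correlations across strains have permutation p-values from 100000 resamples.

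Each step was tested on simulated data with known changes. For WT at 30 min, limma found 77 of 99 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 2.5. For a strain with 1 course, it found 68 of 99 genes changed by 1 and 100 of 100 changed by 2, with 20 of 4835 unchanged genes called, and for the late minus early levels 75 of 100 and 94 of 100 genes changed by 1.5 and 2.5, with 13 of 4849 unchanged genes called. Camera called 0 of 20 lists of unchanged genes, simulated for WT at 30 min with each gene drawn independently. Without correlation between the simulated genes, this cannot check the preset correlation, and no strain with 1 course was simulated for camera. The onset rule put 94.0% of 200 simulated genes in their own group.

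Libraries with the same WT course number deviated together, with correlations from 0.303 to 0.512 over the 7 times, so the numbers pair the libraries as time courses. A fit with the course as a block was set as an alternative. Others were another pseudocount (1 or 20 PPM), no filter or a filter at 30 PPM, scaling by median ratios, edgeR's quasi-likelihood test on 142 libraries of whole reads with its own or DESeq2-type size factors, leaving out each WT or Δhog1 course, other measures of the integral, another bound for the stress-induced genes, other onset rules, other degradation rates and least absolute deviations. The edgeR test takes libraries, not courses, as replicates, and leaves out Δmsn2 at 5 min and WT course 3 at 60 min, where 1 read is worth so close to 1 PPM that whole reads could not be checked. Added after seeing the data were the course set as a term, the first WT course as the only control, all rows of the table, an integral from 5 min, and the relation to GFP within course sets and without the 2 farthest strains. The analysis used R 4.3.3 with limma 3.58.1 and edgeR 4.0.16, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.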

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

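The tests of explanations in this part were matched to their patterns after the results had been seen. Of them, scaling by median ratios, selection in the first WT course and decay added back had been set as alternatives before the data were examined, as had the comparison of late and early levels.

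Lower levels of stress-induced genes in Δmck1, above all late in the response, stood out as a difference between strains under the same stress. In Δmck1, 169 genes had a smaller late than early level than in WT by a test of the difference itself, and the 274 stress-induced genes had a median log2 fold change of −0.80. A difference between the course sets is argued against by a median log2 ratio of −0.95 to the WT course of the same set, where single WT courses differ by up to 0.413. The normalization to the library total is argued against as well, since scaling by median ratios left the median at −0.86 with an SD of 0.234 over the WT courses. Genes chosen because they were high in WT would move back in other courses, but 359 genes chosen in the first WT course alone had a median of −0.65 against the other WT courses (SD 0.234). A loss of activation without Mck1 is therefore a candidate explanation, found and tested on the same data, while the single culture behind this course stays untested.

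Msn2/4-dependent HSP12 production at 30 min in Δmsn5 was 14.6% of WT, where most other dependent genes kept a larger share. The course set is argued against as the source, since the value was 12.8% against the WT course of the same set, with an SD of 32.2 over the WT courses. Decay of mRNA made earlier stays open. With decay added back the value was 46.8% (SD 28.1), neither close to 100% nor more than 2 SD below it, so a lower production and a loss of older mRNA cannot be told apart from these courses.

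CAN1, a gene absent from the parent strain, had a mean of 34.5 PPM in Δtor1, the second Δhog1 course and the third WT course, a signal in libraries for which the paper reports none. The other 15 courses had 3.71 PPM. Depth is argued against as the source, since other libraries at least as deep had a mean of 3.44 PPM (SD 2.95). RNA from cells with an intact CAN1 gene and mating type a could be a source, and 4 of 7 genes of mating type a (MFA1, MFA2, STE2 and AGA2) were higher in these 3 courses than in every other, while STE6, BAR1 and ASG7 were not. This leaves the source open, and no biological explanation was tested.

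ZPS1, which encodes a zinc-regulated surface protein, rose in Δmsn2Δmsn4 with a log2 fold change of 4.92, a signal in a gene that the paper does not discuss. Of 27 pheromone response genes, 26 had a higher mean level in Δhog1 than in WT, a group that the paper does not discuss for these data.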

How the results depend on the processing

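The course set as a term, the first WT course as the only control, all rows of the table, an integral from 5 to 60 min and the relation of HSP12 to GFP within course sets and without the 2 farthest strains were chosen after the data had been seen, and the other alternatives before. Of 394 comparisons over 43 values and counts, 289 stayed within their bounds, 104 moved and 1 lost its call. The last was the relation of HSP12 mRNA to GFP within the second course set (r = 0.852 over 5 strains, exact permutation p = 0.05, against 0.916 over 14). For 175 named genes, 1948 of 2129 comparisons kept direction and call, 166 kept the direction and lost the call, 6 gained it and 9 reversed. Where a value changed below, the cause was not tested unless the alternative shows it.

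With edgeR on whole reads, which counts libraries as replicates, the number of genes higher and lower was 182 and 423 in Δmck1 (3 and 22 by limma), 185 and 442 in Δmsn2Δmsn4 (11 and 127), 91 and 161 in Δmsn5 (0 and 3) and 433 and 461 in Δhog1 (171 and 206), and 45 genes had a smaller late level in Δmck1 (169). DESeq2-type size factors gave 157 and 453, 154 and 473, 90 and 168, 405 and 488, and 46. With the course set as a term, the numbers were 158 and 393, 173 and 385, 88 and 57, and 324 and 422, with 306 smaller late levels in Δmck1 and 77 in Δmsn5 (4). That term reversed HSP12 in Δreg1 (a log2 fold change of 0.13), Δsch9 (0.11) and Δtor1 (−0.0664), none of them called.

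Leaving out each WT course in turn moved the genes lower at 10 min in WT (69) to 24–38, those higher in Δmck1 to 1–4 and lower to 10–82, the smaller late levels to 72–267 in Δmck1 and 3–61 in Δmsn5, and those higher in Δmsn2Δmsn4 to 5–8. Of the stress-induced genes, 9–82 were lower in Δmck1 (21). Without a WT or Δhog1 course, Δhog1 had 82–144 genes higher and 134–256 lower. The fit then has fewer courses, and a strain left with 1 course is assumed to vary like the others.

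No filter on low values, which adds genes to the adjustment, gave 1 gene higher and 5 lower in Δmck1, 7 higher in Δmsn2Δmsn4 and 45 and 0 smaller late levels in Δmck1 and Δmsn5. Testing all rows gave 1 and 7 in Δmck1. A filter at 30 PPM left 44 genes lower at 10 min in WT, since fewer genes are tested. A pseudocount of 20 PPM, which shrinks low genes, gave 30 there, 520 higher at 30 min (801) and 2 higher in Δmsn5. Scaling by median ratios gave 5 and 57 in Δmck1 and reversed HSP12 in Δreg1 (0.0879), not called. The spread of WT and Δmck1 alone gave 5 and 50.

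Counting only the increase above 0 min gave 320 and 313 genes in Δmck1, 80 higher in Δmsn2Δmsn4, 82 and 110 in Δhog1 and 0 lower in Δmsn5, and 87 stress-induced genes lower in Δmck1. It reversed AGA1 in Δmck1 (−0.0611) and Δmsn5 (0.35), ZPS1 in Δmck1 (−0.78), and EBP2 and MAK16 in Δhog1 (−0.11 and −0.0883). It left 39 Msn2/4-independent genes (71), a share of 50.0% of the Mck1-independent genes (73.4%), an R2 of 0.224 (0.620) and median log2 ratios of −1.34 in the early and −2.24 in the late group of Δmck1 (−0.86 and −1.16 as plain ratios) and −0.28 in the late group of Δmsn5 (0.12). A level above 0 min takes in the high 0 min values of these strains. The mean of the 8 times gave 1 and 4 in Δmck1, 6 higher in Δmsn2Δmsn4 and 101 higher in Δhog1.

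A bound of log2 1 for the stress-induced genes gave 1006 of them (274), 643 Msn2/4-independent, a share of 88.0% and a late median of −0.77 in Δmck1. Selection in the first WT course gave 141 Msn2/4-independent genes, 9 lower in Δmck1 and an early production of 160% of WT in Δmsn5 (121%). With the first WT course as the only control for ratios and the course set as a term in the test, 208 stress-induced genes were lower in Δmck1, and Δmsn5 at 10 min made 98.3% of the WT amount of HSP12 (136%) and, with the onset groups redrawn by the ratios to that course (73 early genes), 76.3% for the early genes (121%). Decay added back gave 46.8% for HSP12 at 30 min in Δmsn5 (14.6%).

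The HSP12 open time in WT was 45.8 min with a degradation rate of 0.1 per min (35.0). Differences from WT were then −19.8 min in Δmsn2Δmsn4 (−16.8) and −11.1 in Δmsn5 (−3.5). With a rate per course they were −2.58 in Δmck1 (−15.8), −15.1 in Δmsn2Δmsn4 and −0.58 in Δmsn5, and with least absolute deviations −17.4 in Δmck1 and −14.2 in Δmsn5.

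With a correlation between genes estimated from the data, camera called 8 gene lists in WT at 30 min (15), 0 in Δmck1 (14), 0 in Δmsn2Δmsn4 (13), 0 in Δmsn5 (8), 0 in Δhog1 (12) and 2 of 238 at 0 min (77).

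With the replicate block, which pairs the WT libraries by course, 811 genes were higher and 497 lower in WT at 30 min, and 212 and 102 at 10 min. A replicate block over the first and second courses of WT and Δhog1 gave 171 higher and 176 lower in Δhog1, where the number alone pairs them (the difference of the Δhog1 courses correlated at 0.377 with that of the same WT numbers and at 0.797 with that of WT courses 1 and 3). No call of a named gene changed with the block.

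Only 10 splits of 3 libraries against 3 exist, too few for a share under 0.05. The real split gave 257 changed genes at 10 min and 1290 at 30 min, and the highest other split 0. At each time, 1 split of 10 reached the real number. Depth limits genes of low level most, above all at 0 min in Δmck1.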

Differences from the paper's values

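The alternatives named here were set before the data were examined, except the course set as a term.

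The paper's R2 between the log2 ratios of Δmck1 and Δmsn2Δmsn4 over its stress-induced genes is about 0.73, as printed in Fig EV4B, and the value here is 0.620 over 274 genes. The gene sets are not the same. With stress-induced genes at a log2 fold change of at least 1 the value was 0.674, which no longer differs by more than the spread over WT courses (SD 0.0731). It still differed for genes selected in the first WT course alone (0.578), for the increase above 0 min (0.224), for split WT controls (0.594) and without WT course 1, 2 or 3 (0.594, 0.651 and 0.634).

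The paper's number of stress-induced genes is 230, for which its text names no threshold, and the rule used here gave 274. This is within 1.5 times.

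In Δmsn5, the paper states that the later production peak is weaker across the Msn2/4-dependent genes. At 30 min, 128 of 203 such genes lay below the WT mean and 35 above every WT course, while the mean over early-onset genes was 100.4% of WT. Among the 49 early-onset genes with a WT mean above 0, the median gene made 8.33% of WT. Of all 67 early-onset genes, 35 were at or below 0, so the mean and the median of that group differ. With decay added back at the HSP12 rate, the median over the 59 with a WT mean above 0 was 81.0%. Of the 67, 14 were then at or below 0. HSP12 itself was below WT, at 14.6%. With decay added back, 126 of 203 lay below the WT mean.

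The paper gives 16 mutant strains with a single course each. The labels hold 14 mutant strains, and Δhog1 has 2 courses.

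The paper describes a stronger HSP12 response than WT in Δmsc1 and Δeaf7. Both had a higher mean level here, at 132% and 123% of WT, but neither passed limma's test (adjusted p = 0.845 and 0.825). With the course set as a term, chosen after seeing the values, Δmsc1 did (adjusted p = 7.9e-06 from limma), while Δeaf7 (adjusted p = 0.0251 from limma) had a log2 fold change of 0.32, under the bound of 1.5 times. For Δmck1, the paper describes a significant fall of HSP12. It did not pass here (adjusted p = 0.282 from limma), and did with the same added term, which leaves 1 residual degree of freedom per gene.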

Other observations

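The genes of ribosome assembly fell in WT. RLP24, whose product takes part in assembling the large ribosomal subunit, went from 252 PPM ± 16.6 (SD, n = 3) to 16.5 ± 4.45 at 30 min (log2 fold change −3.60, standard error 0.31, adjusted p = 1.1e-09 from limma). DBP3, an RNA helicase gene, went from 168 to 12.2 (−3.63, adjusted p = 7.5e-08), with SSF1 and NOG1, also for large subunit assembly, at −3.57 each. Of 63 ribosome biogenesis genes, 62 were lower and 0 higher (the same when adjusted over the list alone), and 6 were lower at 10 min (7 when adjusted over the list alone). Of 138 ribosomal protein genes, 27 were lower (27 when adjusted over the list alone), with a median of −0.79. RPS27A went from 1433 to 391 (−1.89, adjusted p = 3.4e-08 from limma), while RPP1, listed there by its name, encodes a subunit of RNase P and had −2.18. With scaling by median ratios both lists still lay below other genes.

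Genes of other groups changed in WT at 30 min. Of 45 respiration genes 20 were higher and 1 lower, among them MCR1 (log2 fold change 2.88, adjusted p = 2.8e-09 from limma) and CIT1 (2.31, 3.0e-12), for a cytochrome b5 reductase and citrate synthase. Of 18 glucose-repressed genes 8 were higher and 1 lower, with HXK1 at 4.68, and of 21 antioxidant genes 8 were higher, with PRX1, a mitochondrial peroxiredoxin gene, at 2.69. Of 20 genes of the cAMP/PKA pathway 12 were higher and 1 lower, with TPK1, a catalytic subunit gene, at 2.83 and RAS1 at −1.92. Of 27 cell cycle and histone genes 5 were lower, with RNR1, for ribonucleotide reductase, at −1.70 and the histone gene HTA1 at −1.20. Of 48 amino acid genes 11 were lower, with CPA2, for arginine synthesis, at −1.46. Of 23 pheromone response genes 3 were higher and 2 lower, with FAR1, the cell cycle inhibitor gene, at −2.05. Of 4 genes of mating type α 2 were lower, MF(ALPHA)1 and MF(ALPHA)2 at −1.33 and −1.29, and 0 of 3 genes of mating type a passed limma's test. Each count was the same when adjusted over the list alone.

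Limma's camera at the preset correlation called 15 of 17 lists in WT at 30 min. Those that held with an estimated correlation were the STRE targets (adjusted p = 2.1e-31, and 0.0316 with an estimated correlation), Hog1 targets (6.8e-16, 0.0173), glycerol (4.6e-07, 0.0173), trehalose and glycogen (1.2e-13, 0.0360), ribosomal proteins (3.1e-30, 0.0397), ribosome biogenesis (1.6e-40, 0.00509), cell cycle and histones (8.0e-06, 0.00623) and mating type α (0.00331, 0.0360). Chaperones had adjusted p = 5.8e-10, and adjusted p = 0.0534 with an estimated correlation. Antioxidant genes had 4.0e-05 and adjusted p = 0.127 with an estimated correlation, glucose-repressed genes 0.00331 and adjusted p = 0.0548 with an estimated correlation, amino acid genes 2.8e-06 and adjusted p = 0.0534 with an estimated correlation. Respiration had 2.8e-06 and adjusted p = 0.134 with an estimated correlation, the cAMP/PKA pathway 0.00331 and adjusted p = 0.0913 with an estimated correlation, and the deleted genes 0.0304 and adjusted p = 0.148 with an estimated correlation. Genes of mating type a (0.951) and the pheromone response (0.118) were not called. At 10 min 12 lists were called, and 7 held with an estimated correlation.

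In Δhog1, mating genes had higher and Hog1 targets lower mean levels over 60 min than in WT. FIG1, for a membrane protein of mating cells, had 4.25 PPM ± 3.02 (SD, n = 3) over 60 min in WT and 418 ± 2.22 (SD, n = 2) in Δhog1 (log2 fold change 5.58, standard error 0.28, adjusted p = 8.0e-06 from limma). AGA1, an agglutinin gene, had 151 and 2287 ± 149 (3.88, adjusted p = 5.5e-06), and all 4 genes of mating type α were higher, with SAG1 at 1.80. STL1, the glycerol transporter gene, fell by 4.13 on the log2 scale, as a log2 fold change of −4.13 (adjusted p = 8.2e-06 from limma), with GPP2 at −3.18 and GPD1 at −2.30. Of 29 Hog1 targets 22 were lower and 1 higher (24 and 1 when adjusted over the list alone), of 11 glycerol genes 6 were lower (8), of 37 STRE targets 27 (33) and of 20 trehalose and glycogen genes 7 (12). Of 27 pheromone response genes 26 were higher and 1 lower (the same when adjusted over the list alone), and of 63 ribosome biogenesis genes 6 were higher (18). Chaperones had a median of 0.00 and a mean of −0.09, and glucose-repressed genes a median of 0.03 and a mean of −0.22, so the sign differs, and camera called neither. The 12 lists called by camera had adjusted p = 0.155 or higher with an estimated correlation.

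ZPS1, a zinc-regulated gene, had 17.6 PPM ± 5.30 (SD, n = 3) over 60 min in WT, 322 in Δmck1 (log2 fold change 3.88, adjusted p = 0.00224 from limma, but −0.78 when only the increase above 0 min is counted) and 665 in Δmsn2Δmsn4 (adjusted p = 1.1e-04 from limma). ZRT1, which encodes a zinc transporter, had 99.3 ± 41.9 in WT and 602 in Δmsn2Δmsn4 (2.63, adjusted p = 0.00915). In Δmsn2Δmsn4, SOL4 and ALD3, for a 6-phosphogluconolactonase and an aldehyde dehydrogenase, fell to log2 fold changes of −4.84 and −4.73 (adjusted p = 1.7e-04 and 1.1e-04 from limma). Of 37 STRE targets 30 were lower (34 when adjusted over the list alone), of 20 trehalose and glycogen genes 13 (14), of 29 Hog1 targets 9 (12), of 29 chaperones 5 (8), of 22 antioxidant genes 5 (7), of 22 glucose-repressed genes 4 (5) and of 45 respiration genes 3 (5). Of the 13 lists camera called there, none held (adjusted p = 0.172 or higher with an estimated correlation), as for the 14 in Δmck1 (0.225 or higher) and the 8 in Δmsn5 (0.0913 or higher). In Δmck1, pheromone response genes were higher as a group (median 0.62, 1 of 27 called, 10 when adjusted over the list alone, camera adjusted p = 4.4e-10 and adjusted p = 0.225 with an estimated correlation). In Δmsn5, ribosomal protein genes were lower as a group (median −0.24, camera adjusted p = 1.5e-25 and adjusted p = 0.264 with an estimated correlation), as were genes of mating type α (7.6e-12 and adjusted p = 0.0913 with an estimated correlation).

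Among the other strains, Δreg1 had higher levels of 6 of 22 glucose-repressed genes (11 when adjusted over the list alone), with adjusted p = 9.7e-32 by limma's camera and adjusted p = 0.111 with an estimated correlation. SUC2, the invertase gene, had 32.6 PPM in WT and 412 in Δreg1 (log2 fold change 3.48, adjusted p = 1.5e-04 from limma), and ADH2, for alcohol dehydrogenase II, 4.88 and 206, while HXT6, a hexose transporter gene close in sequence to HXT7, had 3.35. In Δira2, 36 of 37 STRE targets were lower and 57 of 63 ribosome biogenesis genes higher, with DDR2 at −4.26 and MAK16 at 1.72, and 37 of 45 respiration genes were lower, with MDH1, for malate dehydrogenase, at −2.20. Δgal11 had ADH2 at 378 PPM (5.28, adjusted p = 1.1e-04 from limma) and the α-factor gene MF(ALPHA)1 at −2.45, and 26 of 37 STRE targets were lower. In Δmsn2, 20 of 37 STRE targets were lower, and in Δsnf1 4, with RTN2 at −2.51. Δsok2 had GRE1, a hydrophilin gene, at 1284 PPM against 209 in WT (2.64, adjusted p = 0.0379 from limma). By limma, no gene passed in Δeaf7 (123 higher and 72 lower at an unadjusted p under 0.05, 32 and 40 with the course set as a term) or Δtor1 (5 and 6 at an unadjusted p under 0.05, 1 and 1 with the course set as a term).

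Before KCl was added, the STRE targets were already higher in several strains of the first course set. Of 35 such genes, 17 were higher in Δsok2 (29 when adjusted over the list alone), 20 in Δmck1 (22), in its shallow library, 10 in Δgal11 (24) and 4 in Δmsn5 (24), with medians of 1.76, 1.29, 1.32 and 1.24 on the log2 scale. Of 238 pairs of list and strain at 0 min camera called 77, and 2 held with an estimated correlation, the ribosomal proteins in Δgal11 (0.0421) and the glucose-repressed genes in Δreg1 (0.0413).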
